# A cell transcriptomic profile provides insights into adipocytes of porcine mammary gland across development

**DOI:** 10.1186/s40104-023-00926-0

**Published:** 2023-10-08

**Authors:** Yongliang Fan, Long Jin, Zhiping He, Tiantian Wei, Tingting Luo, Jiaman Zhang, Can Liu, Changjiu Dai, Chao A, Yan Liang, Xuan Tao, Xuebin Lv, Yiren Gu, Mingzhou Li

**Keywords:** Adipocytes, Cell–cell interaction, Development, Mammary gland, snRNA-seq

## Abstract

**Background:**

Studying the composition and developmental mechanisms in mammary gland is crucial for healthy growth of newborns. The mammary gland is inherently heterogeneous, and its physiological function dependents on the gene expression of multiple cell types. Most studies focused on epithelial cells, disregarding the role of neighboring adipocytes.

**Results:**

Here, we constructed the largest transcriptomic dataset of porcine mammary gland cells thus far. The dataset captured 126,829 high-quality nuclei from physiological mammary glands across five developmental stages (d 90 of gestation, G90; d 0 after lactation, L0; d 20 after lactation, L20; 2 d post natural involution, PI2; 7 d post natural involution, PI7). Seven cell types were identified, including epithelial cells, adipocytes, endothelial cells, fibroblasts cells, immune cells, myoepithelial cells and precursor cells. Our data indicate that mammary glands at different developmental stages have distinct phenotypic and transcriptional signatures. During late gestation (G90), the differentiation and proliferation of adipocytes were inhibited. Meanwhile, partly epithelial cells were completely differentiated. Pseudo-time analysis showed that epithelial cells undergo three stages to achieve lactation, including cellular differentiation, hormone sensing, and metabolic activation. During lactation (L0 and L20), adipocytes area accounts for less than 0.5% of mammary glands. To maintain their own survival, the adipocyte exhibited a poorly differentiated state and a proliferative capacity. Epithelial cells initiate lactation upon hormonal stimulation. After fulfilling lactation mission, their undergo physiological death under high intensity lactation. Interestingly, the physiological dead cells seem to be actively cleared by immune cells via CCL21-ACKR4 pathway. This biological process may be an important mechanism for maintaining homeostasis of the mammary gland. During natural involution (PI2 and PI7), epithelial cell populations dedifferentiate into mesenchymal stem cells to maintain the lactation potential of mammary glands for the next lactation cycle.

**Conclusion:**

The molecular mechanisms of dedifferentiation, proliferation and redifferentiation of adipocytes and epithelial cells were revealed from late pregnancy to natural involution. This cell transcriptomic profile constitutes an essential reference for future studies in the development and remodeling of the mammary gland at different stages.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-023-00926-0.

## Background

The mammary gland is an exocrine gland of ectodermal origin, which develops to produce milk for the nourishment of offspring. As a highly dynamic organ, the mammary gland undergoes a limited embryonic development followed by extensive postnatal pubertal development, and further differentiation and tissue remodeling during pregnancy and lactation. The mammary gland is inherently heterogeneous, with various cells performing different functions. The mammary epithelium contains two major cell types, luminal and myoepithelial cells [1, 2], and they are the main components of acini. The lumen of each acinus is hollow with milk secretions during lactation. Milk ejection relies on the contractility of myoepithelial cells [3]. Fibroblasts actively participate in tissue remodeling, synthesizing and secreting collagen, and organizing into bundles in the developing mammary gland [4]. Immune cells participate in and influence branching morphogenesis [5]. Another type of cell, adipocytes, comprise a large portion of the stromal compartment in the adult non-lactating mammary gland, but gradually disappear during pregnancy, freeing up room for the expanding mammary glands [6]. In 2013, Gregor et al. [7] selectively knocked out X-box binding protein 1 (*Xbp1*) of adipocyte in mice mammary gland during lactation, causing adipocytes proliferation and lower milk production. In 2014, Vapola et al. [8] knocked out the peroxisomal membrane protein 2 (*Pxmp2*) gene in adipocytes of the mice mammary gland, which restricts epithelial cells development and duct formation during pregnancy. In 2018, Wang et al. [6] reported that adipocytes from mammary gland can become PDGFRα^+^ preadipocytes and fibroblast-like preadipocytes through dedifferentiation during lactation. In addition, the gene expression level is significantly different between the dedifferentiated cells and the adipocytes in the non-lactating mammary gland. During involution, PDGFRα^+^ preadipocytes will proliferate and differentiate into adipocytes. Although adipocytes play such a critical role in gland development, most studies focused on its epithelial component, leaving the role of the neighboring adipocytes largely unexplored in both physiologic and pathologic conditions [9].

Cell fate decisions are largely based on gene transcription. Therefore, it is particularly critical to identity the cell-types and the gene transcription profile of individual cells to understand mammary gland physiology. Recently, single-cell RNA sequencing (scRNA-seq) emerged as a powerful technique to study complex biological systems at single-cell resolution. In 2017, Bach et al. [10] systematically constructed cell transcriptomic atlas of the epithelial cells from mouse mammary gland across four developmental stages based on scRNA-seq data. The atlas indicated that mammary epithelial cells are not a group that performs a single function, and could be divided into four classes: basal, mature luminal, luminal progenitor, and luminal intermediate cells. Subsequent studies identified immune cells, fibroblasts and endothelial cells in the mammary gland [11–14]. Individual cells display state-specific expression patterns. For instance, principal component analysis (PCA) exposed gene transcription differences in both basal and luminal cells in pregnant and nonpregnant mice mammary gland [15]. Moreover, Brugge and co-workers confirmed age-dependent alterations in gene expression by analyzing epithelial, stromal, and immune cells in mice mammary gland [12]. Remarkably, mammary gland development and function depends on intricate interactions of the functional epithelial cells with local stromal cells [16, 17]. In other words, clarification of cell–cell interaction is required.

Considering the lack of focus on adipocytes in mammary glands and the limitations of scRNA-seq, it is not surprising they are rarely identified in the mammary gland. In detail, cells over 50 μm in diameter are difficult to capture by microfluidic droplet generators, hindering gene transcription profiling of tissue-derived adipocytes by scRNA-seq approaches. Furthermore, not all studies identify the same mammary cell types and most agree that cell subpopulations such as secretory alveolar cells during lactation have been incompletely profiled due to technical difficulties to isolate intact cells during dissociation [10]. Notably, single-nucleus RNA-seq (snRNA-seq) has become instrumental to interrogate oversized cells or in complex tissues that are not easily dissociated. This approach enabled the comprehensive mapping of mammary cell transcription in different physiological states. Regrettably, only one report identified adipocytes in mammary glands of adult human using snRNA-seq as of June 2023 [18], which means that, to date, no gene transcription data from adipocytes of porcine mammary glands is available.

The physiological function of a tissue is not only dependent on the gene expression of its individual cells. The internal spatial organization of these cells is also critically important [19]. However, spatial information of individual cells is lost during tissue dissociation for snRNA-seq sequencing [20, 21]. Contrastingly, spatial transcriptomics (ST), a more recent method, enables the visualization and quantitation of the transcriptome in individual tissue sections, retaining spatial molecular information [22]. However, the spatial expression pattern of adipocytes in healthy porcine mammary glands has not been reported. Thus, we describe the spatial transcriptome profiles of adipocytes in non-lactation mammary gland. Furthermore, this spatial expression profile validates the accuracy of the cell type annotation based on snRNA-seq data.

In this study, we constructed the largest transcriptomic dataset of the porcine mammary gland thus far to reveal its development at d 90 of gestation (G90), d 0 after lactation (L0), d 20 after lactation (L20), 2 d post natural involution (PI2), 7 d post natural involution (PI7). Seven cell types were identified in this dataset, including epithelial cells, adipocytes, endothelial cells, fibroblasts cells, immune cells, myoepithelial cells and precursor cells. Their gene transcription patterns were determined, and an interaction network between adipocytes and other cell groups was constructed at both snRNA-seq and spatial transcriptomics levels. To explore the impact of developmental stages on milk composition, we identified the type and proportion of milk secreted during colostrum and mature milk using scRNA-seq. Cell phenotype analysis showed more abundant macrophages in colostrum than mature milk, which likely explains why colostrum possess innate immune activity. The swine cell atlas here reported will guide future studies in mammary physiology. It also provides insights into the development stage-specific gene expression profiles of epithelial cells and adipocytes.

## Materials and methods

### Sample collection and histological observation

Multiparous sows in second breeding cycle were divided into 5 groups [d 90 of gestation (G90); d 0 (L0), d 20 (L20) after lactation; 2 d (PI2) and 7 d (PI7) post natural involution]. Each group has 4 independent biological replicates. First parity sows usually face higher risk and stress response. Thus, we selected the multiparous sows as an experimental animal to ensure the reliability and reproducibility of the results. All pigs were fed well-characterized normal diets, according to the nutritional requirements outlined by the Feeding Standard of Swine (NY/T 65–2004) and published by the Ministry of Agriculture and Rural Affairs of the People’s Republic of China [23]. Sows were humanely euthanized at five developmental stages for collection of the mammary glands (approximately 3 cm^3^) from the third region on the right side (Fig. 1A). Part of fresh tissue was used to prepare frozen sections for histological observation (HE staining, *n* = 4) (G90, L0, L20, PI2 and PI7) and spatial transcriptome sequencing (*n* = 1) (G90 and PI2). Meanwhile, the remaining tissue (*n* = 2) (G90, L0, L20, PI2 and PI7) was collected, immediately snap-frozen in liquid nitrogen, and then transferred to −80 °C until further nuclei isolation. In addition, 15 mL fresh colostrum (L0) and mature milk (L20) were collected for scRNA-seq (*n* = 1) for cellular component analysis.

**Fig. 1:**
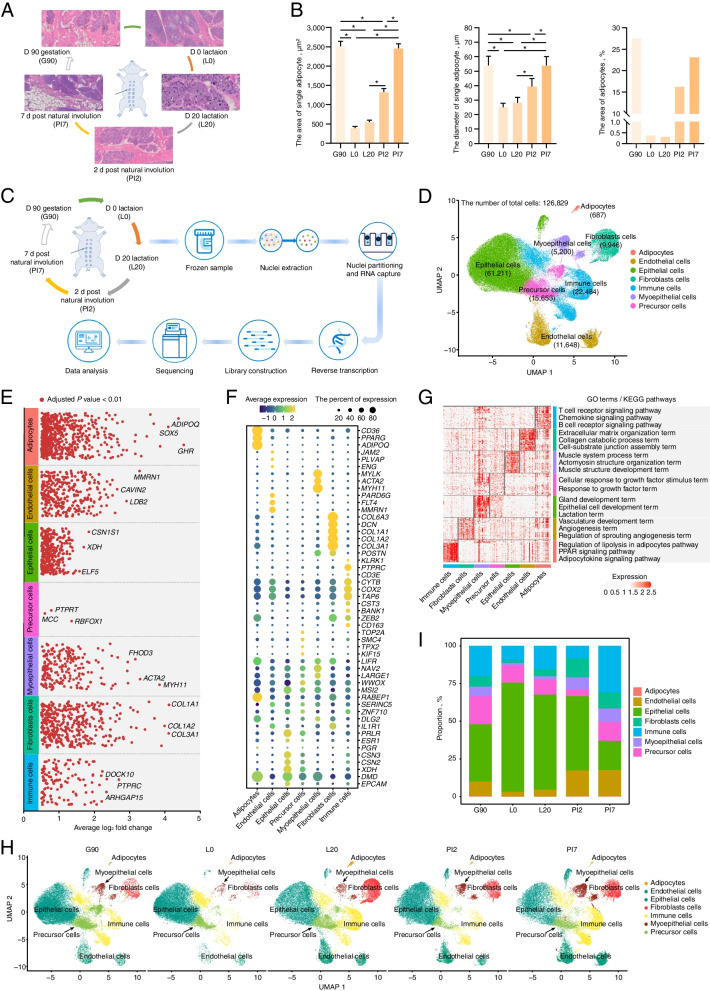
Generation of a stage-specific single-cell atlas of the pig mammary gland. **A** Histological observations of the mammary gland at five developmental stages. **B** Statistical analysis of adipocytes area and size. **C** Schematic workflow for snRNA-seq sequencing. **D** UMAP visualization of all clusters colored by all cell types. Seven cell clusters were identified in the dataset. **E** The DEGs analysis shows upregulated genes (Adjusted *P* value < 0.01) across all seven clusters. **F** Cell type annotation for all clusters is provided in the bubble chart. **G** GO annotation and KEGG pathway analysis of differentially expressed genes in each cell-type. **H** UMAP illustration of cells colored by clusters in separate development stage. **I** Stacked bar plots represent the proportions of nuclei in the mammary gland

### Single nuclei/cell RNA sequencing

The snRNA-seq and scRNA-seq were respectively performed for the construction of the transcriptional atlas of the mammary glands and milk cellular components. Nuclei isolation was carried out using GEXSCOPE® Nucleus Separation Solution (Singleron Biotechnologies, Nanjing, China) according to the manufacturer's product manual. Isolated nuclei were resuspended in PBSE to 10^6^ nuclei per 400 μL, filtered through a 40-μm cell strainer, and counted with Trypan blue. The concentration of single nuclei suspension was adjusted to 3–4 × 10^5^ nuclei/mL in PBS. Subsequently, single nuclei/cell suspension was loaded onto a microfluidic chip (GEXSCOPE® Single NucleusRNA-seq Kit/GEXSCOPE™ Single-Cell RNA Library Kit, Singleron Biotechnologies) and snRNA-seq/scRNA-seq libraries were constructed according to the manufacturer’s instructions (Singleron Biotechnologies). Finally, the resulting snRNA-seq/scRNA-seq libraries were sequenced on an Illumina HiSeq × 10 instrument with 150 bp paired end reads.

### Data processing and cell-type annotation

Sequencing reads were processed using the CeleScope v1.1.7 pipeline (Singleron). Then, raw reads were aligned to the *Sscrofa11.1* reference genome, generating count matrices. To remove low-quality droplets, we excluded any nuclei or cells expressing less than 300 genes and more than 25% mitochondrial genes. After filtering, 126,829 nuclei were reserved and used for dimension-reduction and clustering. The normalization and scale of all gene expression values were performed by NormalizeData and ScaleData function. Principal component analysis (PCA) relied on the top 2000 variable genes screed by FindVariableFeatures. Next, integration of snRNA-seq and scRNA-seq data was respectively done using the harmony package (https://github.com/immunogenomics/harmony) to control for batch effects when integrating data from different development samples. For dimensionality reduction, the top 15 principal components were selected to calculate 2D dimensional reductions by Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) for all sequencing libraries based on an elbow approach. Finally, cell clusters were identified using the Louvain algorithm at a resolution of 0.3, implemented by the FindCluster function of Seurat (v4.3.0).

The clusters were partitioned into distinct cell types and annotated by the expression of known marker genes. The expression signatures of cell‐type‐specific genes were detected using the “FindAllMarkers” function. The criteria to identify cell‐type‐specific genes were set as follows: absolute log_2_ fold change (FC) ≥ 1 and the minimum cell population fraction in either of the two populations was 0.25. The expression pattern of each marker gene was visualized by applying the “DotPlot” function in Seurat.

### Gene function analysis

To reveal gene transcription dynamics of adipocytes and epithelial cells, we detect time-series expression profiles of differentially expressed genes (DEGs) between adjacent development stages using Mfuzz algorithm. DEGs were identified using FindMarkers function in Seurat (log_2_FC > 1, *P* < 0.05). The Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichments were conducted to identify the main function of the DEGs having the same expression trend using the ClusterProfiler v4.0.2 package.

In addition, we identified DEGs (log_2_FC > 1, *P* < 0.05) between any two adjacent developmental stages of the annotated seven cell types. To clarify their biological function, GO annotation and KEGG pathway analysis were performed, generating 28 sets of significant GO terms and KEGG pathways. We compared four sets of significant terms and pathways in each cell type, and visualized the results using Venn Diagrams. Another group of Venn diagrams displayed the intersection of GO terms or KEGG pathways and were annotated in the seven type cells in different physiological processes.

### Pseudotimeanalysis

To characterize the physiological state of epithelial cells and adipocytes in G90 and PI2, we calculate their differentiation trajectory based on default parameters of DDRTree method in Monocle2 package. In detail, normalized unique molecular identifier (UMI) count was fed as the input for Monocle2. Genes with a residual greater than 1× the estimated mean–variance split, were identified as high-dispersion genes using the “estimateDispersions” method. After running the “setOrderingFilter” function, dimensionality reduction was applied to the data with the default parameter of DDRTree method [24]. The trajectory was visualized by plot_cell_trajectory function. Furthermore, branch analysis was performed by branched expression analysis modeling (BEAM), and visualized via the plot_genes_branched_heatmap function [25].

### Cell–cell interactions

The high-confidence ligand (L)—receptor (R) interactions were performed to investigate the interaction between mammary gland cells in five development stages using the iTALK package [26]. Expressed genes were selected for L-R interaction analysis according to the following criteria: (1) the top 20 highly expressed genes and (2) marker genes in corresponding clusters.

### Spatial transcriptome sequencing of mammary gland

Spatial expression of mammary gland during G90 and PI2 was performed to evaluate cell-type annotation accuracy. In detail, the 10 μm frozen tissue sections were placed on one of the Visium gene expression slide capture areas in a slide. The RNA quality of mammary glands was assessed by Agilent 2100, and RNA integrity number (RIN) of tissues greater than 7 were used for Visium spatial gene expression experiments. The Visium Spatial Gene Expression Slide & Reagent kit (10 × Genomics) was used to construct sequencing libraries according to the Visium Spatial Gene Expression User Guide (CG000239, 10 × Genomics). Tissue permeabilization was optimized during the tissue optimization procedure. Reverse transcription experiment and sequencing libraries were then prepared following the manufacturer’s protocol. Sequencing was performed with a Novaseq PE150 platform according to the manufacturer’s instructions (Illumina) at an average depth of 300 million read-pairs per sample.

We used in-house script to perform basic statistics of raw data, and evaluate the data quality and GC content along the sequencing cycles. Raw FASTQ files and histology images were processed by sample with the Space Ranger (version spaceranger-1.2.0, 10 × Genomics) software with default parameters. The filtered gene-spots matrix and the fiducial-aligned low-resolution image was used for down-streaming data analyses.

Reads were demultiplexed using Space Ranger software v.1.0.0 (10 × Genomics) and annotated with the reference genome Sscrofa11.1. Subsequently, the generated count matrices were loaded into Seurat environment, and the data were normalized (using the ‘SCTransform’ function in Seurat for independent tissue sections), reduced and visualized. SPOTlight analysis was performed for deconvolution analysis as Elosua-Bayes et al. reported [27]. In brief, the proportion of signature of the selected snRNA-seq cell type is equal to the sum of the proportions of each cell type in different regions, divided by the sum of the proportions of that cell type in all spots.

### Statistical analysis

The statistical analysis of the area and diameter of adipocytes were performed using GraphPad Prism 9 (GraphPad, San Diego, CA, USA) and one-way ANOVA. Data were presented as the mean ± standard deviation (SD), and *P* < 0.05 (*) indicated a significant difference.

### Data availability

Sequencing data were deposited in the Gene Expression Omnibus (GEO) with the accession code GSE227425.

## Results

### Generation of a development stage-specific single-cell atlas of mammary gland

We collected mammary glands of ten female pigs across five developmental stages, including d 90 of gestation (G90); d 0 (L0) and 20 (L20) after lactation; 2 d (PI2) and 7 d (PI7) post natural involution for histological observations (Fig. 1A). Mammary gland sections stained with HE indicated that acini appeared in late gestation (G90). In addition, the mammary gland went through remarkable morpho-functional changes in its adipocytic components, i.e., both area and size of adipocytes were greater in non-lactation than lactation stages (Fig. 1B and Table S1).

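Nuclei were taken from frozen mammary tissue of 2 sows at each of the 5 stages, and a single-nucleus library was sequenced from each gland. In such a library a barcode marks the nucleus and a unique molecular identifier (UMI) marks the RNA molecule. For each gland, the authors deposited the number of UMIs of each gene in each barcode without normalization, counted with CeleScope v1.1.7 on the Sscrofa11.1 genome. Total UMIs per gland were 33183458 and 53165191 at G90, 28163037 and 19903735 at L0, 23336967 and 39934341 at L20, 24779292 and 18962138 at PI2, and 38920930 and 21009536 at PI7. The lowest number of UMIs in a deposited barcode was 500 in 9 of the 10 glands and 636 in PI7 replicate 1. The files list 30071 gene identifiers, of which 15983 carry a symbol. Counts of each nucleus were scaled to 10000 UMIs, 15 principal components of the 2000 most variable genes were joined over samples with Harmony, and clusters were called at a resolution of 0.3. For tests between stages, the UMIs of a class of nuclei were summed for each sow, so that the sow is the replicate (n = 2 per stage), and expression is given in CPM (counts scaled to 1000000 UMIs). Doublets were kept in these counts. Binomial intervals of shares cover counting error only.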

To understand the tissue composition and gene-expression dynamics, we generated snRNA-seq profiles from 10 mammary glands across the five developmental stages (Fig. 1C). 

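A nucleus was kept with at least 300 detected genes and at most 25% of its UMIs from the 13 mitochondrial protein-coding genes. Of 128233 barcodes, 126833 passed. The lowest number was 9332 of 9512 barcodes in PI2 replicate 2 and the highest was 18693 of 18697 in G90 replicate 2. The other gland of each of these stages kept 12456 nuclei (PI2 replicate 1) and 11428 nuclei (G90 replicate 1). Read as more than 300 genes and under 25%, a setting chosen after the data were seen, the filter kept 126829 nuclei, with 9331 in PI2 replicate 2. At least 500 genes and at most 5% mitochondrial UMIs, the alternative that moved the total most, kept 111094 nuclei.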

After quality control, a transcriptomic dataset with 126,829 high-quality nuclei were retained, with numbers ranging from 18,693 in the d 90 gestation group to 9,331 in the 2 d post natural involution group (Fig. S1 and Table S2). 

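Kept nuclei held a mean of 2352 UMIs and 1241 genes, with a median of 1857 UMIs and 1115 genes. Means per gland ranged from 1761 UMIs in L20 replicate 1 to 2898 in G90 replicate 1, with an SD of 383 UMIs between the 10 glands. For genes, the means ranged from 1015 to 1478 in the same glands, with an SD of 165. The share of mitochondrial UMIs was low in every gland, with a median per nucleus between 0.0366% in PI2 replicate 1 and 0.506% in G90 replicate 1.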

On average, we detected 2,542 UMIs and 1,395 genes per nuclei. Upon batch effect correction, the 126,829 nuclei separated into multiple clusters (Fig. 1D) using UMAP [28]. Seven cell clusters were defined according to the expression levels of specific markers (Fig. 1E–F and Table S3) including adipocytes, epithelial, fibroblasts, endothelial, myoepithelial, immune and precursor cells (Fig. 1D). For instance, adiponectin (*ADIPOQ*) and epithelial cell adhesion molecule (*EPCAM*) expression subdivide adipocytes and epithelial cells from mammary glands, respectively. 

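Clustering at a resolution of 0.3 gave 13 clusters. Each was named from lists of marker genes, as the class whose markers were raised most, so that a class below means nuclei like that cell type. Epithelial markers were raised in clusters 1, 2, 7 and 12, with 42544, 26095, 5164 and 1945 nuclei. Cluster 3 (10844 nuclei) carried fibroblast markers such as DCN and COL1A1, which took 6 of its 10 leading genes. Clusters 4 and 6 (9739 and 5972 nuclei) carried immune markers, CD163 and CSF1R in the former and CD3E in the latter. Clusters 5 and 10 (7852 and 3764 nuclei) carried endothelial markers, none of them among the 10 leading genes of cluster 10. Myoepithelial markers such as MYH11 and TP63 were raised in cluster 9 (4151 nuclei), and markers of mural cells, the contractile cells of vessel walls, in cluster 8 (4686 nuclei), which the paper's 7 classes do not hold apart. Cluster 11 (3253 nuclei) was led by genes of dividing cells such as TOP2A and was matched to the precursor class. Cluster 13 (824 nuclei) carried adipocyte markers. Cluster 7 had none of its markers among its 10 leading genes, which included FDCSP and PIGR, and its median mitochondrial share was 2.55%. The nuclei of cluster 8 held few UMIs, with a median of 892, and 8 of 9 fibroblast markers were raised in it too. Without Harmony, the alternative that moved the shares of the classes most, the mean share of epithelial nuclei outside lactation was 27.8% instead of 58.5%, and that of myoepithelial and mural nuclei 25.8% instead of 7.84%. With 30 principal components, between 20.1% (G90 replicate 2) and 39.6% (L20 replicate 1) of the nuclei of a gland got no name.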

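ADIPOQ (ENSSSCG00000039103) lies on chromosome 13 of Sscrofa11.1 from 124633906 to 124646237. Its level was 2046 CPM over the 824 nuclei of the adipocyte cluster, against 37.7 CPM in the mural cluster, the next highest. Of the adipocyte nuclei, 67.2% held an ADIPOQ UMI at a median depth of 2686 UMIs per nucleus. This value rests mostly on L20 replicate 2, with 567 of the 824 nuclei. By stage the share was 14.3% at G90, 19.4% at L0, 78.9% at L20, 69.8% at PI2 and 81.8% at PI7, at median depths of 1520, 1204, 2488, 2904 and 1953 UMIs. In epithelial cluster 1, which should lack the gene, 0.505% of nuclei held one at a median depth of 2789 UMIs. EPCAM (ENSSSCG00000008429) lies on chromosome 3 from 93169800 to 93185221. Its level was 182 CPM in epithelial cluster 1 and 481 CPM in epithelial cluster 12, with 168 CPM in the precursor cluster, 118 CPM in the myoepithelial cluster and 30.2 CPM in the adipocyte cluster. An EPCAM UMI was found in 34.6% of the nuclei of epithelial cluster 1 and in 6.31% of those of the adipocyte cluster, which has a like depth. The markers are part of the lists that named the clusters, so these levels describe the classes and do not test their names.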

The assigned cell types were further confirmed by function analysis of gene sets identified by “FindAllMakers” function in Seurat [29] (Fig. 1G). Unsurprisingly, cellular functions derived from shared gene annotations were associated with phenotypic similarity. The biological functions of the gene sets were linked with the cell types, such as the gland development term, the epithelial cell development term and the lactation term which were only significantly enriched in the annotated epithelial cell. Similarly, the regulation of lipolysis in adipocytes pathway, the PPAR signaling pathway and the adipocytokine signaling pathway were significantly enriched in the annotated adipocytes. This provided further evidence of cell type identification accuracy.

The total number of each cell type ranged from 61,211 (48.26%) for epithelial cells, to 687 (0.54%) for adipocytes in the mammary gland (Fig. 1H and Table S4). In addition, cell-type composition dynamics changed in mammary glands during different developmental stages (Fig. 1I). 

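Of the 126833 nuclei, 75748 were epithelial (59.7%), 15711 immune (12.4%), 11616 endothelial (9.16%), 10844 fibroblast (8.55%), 8837 myoepithelial or mural (6.97%), 3253 precursor (2.56%) and 824 adipocyte (0.650%). Weighting the 10 glands equally gave 61.9% ± 23.0 epithelial (SD, n = 10) and 0.580% ± 1.12 adipocyte nuclei (SD, n = 10). The adipocyte share depends on how the nuclei are clustered and named. With class markers left out of the variable genes, an alternative added after the data were seen, it was 4.49% in lactation and 4.02% outside it, instead of 1.05 and 0.269%. In that setting the share of myoepithelial and mural nuclei fell to 1.80 and 4.40%, from 5.16 and 7.84%. Nuclei may thus have passed from the mural to the adipocyte name, which was not examined, so the rise need not mean more adipocytes. A single gland, L20 replicate 2, held 567 of the 824 adipocyte nuclei.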

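The share of adipocyte nuclei was 0.417% ± 0.264 at G90, 0.175% ± 0.0380 at L0, 1.92% ± 2.58 at L20, 0.193% ± 0.0453 at PI2 and 0.196% ± 0.0530 at PI7 (SD, n = 2 sows). The 2 glands of L20 held 0.0902% (11 of 12193 nuclei, exact 95% interval 0.0450 to 0.161%) and 3.74% (567 of 15148, 3.45 to 4.06%), far apart beyond counting error. Over the 4 glands of lactation (L0 and L20) the mean was 1.05% ± 1.80 (SD), and over the 6 others 0.269% ± 0.168 (SD). The difference of 0.777 percentage points had p = 0.386 in an exact two-sided permutation test over the 210 ways to choose 4 of 10 glands, which can reach 0.00476, and an adjusted p of 0.643 over the 5 classes tested. With L20 replicate 2 left out, the alternative that moved the difference most, its sign reversed to −0.122 percentage points (exact permutation p = 0.274). With each of the other glands left out in turn it stayed positive, up to 1.1. The order of the stages thus rests on 1 gland. Glands of L20 count as lactation by their label here and below. Caseins took 1.06 and 0.776% of all UMIs at L0, but 0.0696 and 0.0104% at L20.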

Globally, adipocytes constituted between 0.34% and 0.09% of all cells present, with a higher proportion in non-lactation period compared with lactation. This is consistent with our phenotypic results (Fig. 1B) and previous study [30]. Conversely, the proportion of epithelial cells, varying from 72.43% to 19.37%, was higher in lactation versus non-lactation period, gradually decreasing gradually with mammary gland remodeling. In addition, the ratio of fibroblasts, endothelial and myoepithelial cells was greater in non-lactation period rather than lactation.

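Epithelial nuclei made up 64.4% ± 17.3 of the nuclei at G90, 86.9% ± 1.39 at L0, 47.2% ± 37.2 at L20, 68.8% ± 18.9 at PI2 and 42.2% ± 12.6 at PI7 (SD, n = 2 sows). The glands of L20 differed most, with 73.5% in replicate 1 and 20.9% in replicate 2. The mean over the 4 glands of lactation was 67.0% ± 31.4 (SD) and over the 6 others 58.5% ± 18.0 (SD). This difference of 8.59 percentage points was within the spread between sows (exact permutation p = 0.576, adjusted p = 0.720). It was 24.0 without L20 replicate 2 (exact permutation p = 0.0714, adjusted p = 0.194, with adjusted p from 0.194 to 0.929 over all alternatives) and 1.65 without L0 replicate 2. Without Harmony, the alternative that moved it most, it was 36.8, with 64.6% against 27.8% (exact permutation p = 0.157, adjusted p = 0.441). From such proportions the paper states that epithelial cells are more frequent in lactation and become fewer as the gland is remodelled.

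**Figure D1:**
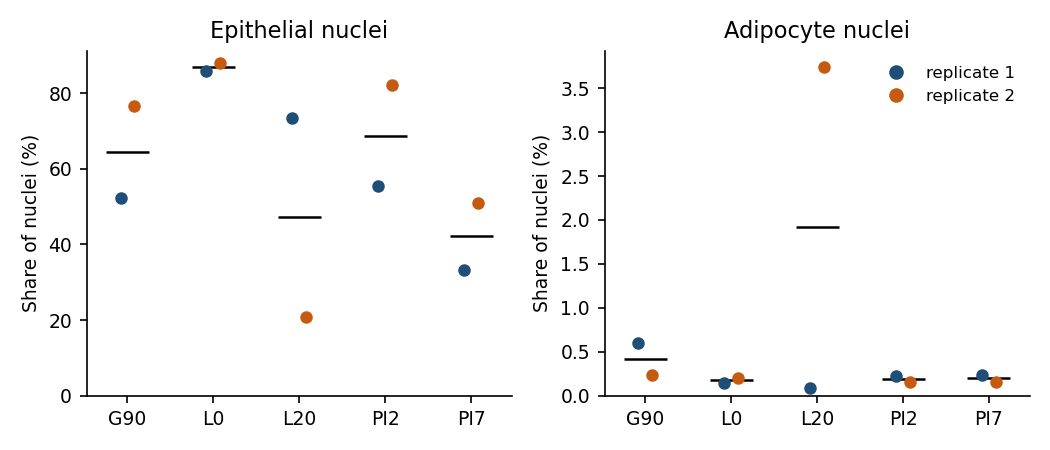
Share of epithelial and of adipocyte nuclei among all nuclei of each gland, in percent, by stage, with 1 point per sow and the mean of the 2 sows as a line. L20 replicate 2 holds 3.74% adipocyte nuclei, and G90 replicate 1, the next highest, 0.604%.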

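Fibroblast nuclei made up 8.79% ± 12.1 of the nuclei in the 4 glands of lactation and 7.45% ± 4.49 in the 6 others (SD), a difference of 1.34 percentage points (exact permutation p = 0.867, adjusted p = 0.867). In L20 replicate 2 they were 26.7%, and without this gland the difference reversed to −4.65 (exact permutation p = 0.131). Endothelial nuclei were lower in lactation, with 6.22% ± 6.30 against 10.5% ± 7.16 (SD), a difference of −4.29 (exact permutation p = 0.343, adjusted p = 0.643). Myoepithelial and mural nuclei together were also lower, with 5.16% ± 1.55 against 7.84% ± 3.55 (SD), a difference of −2.68 (exact permutation p = 0.210, adjusted p = 0.643). Myoepithelial nuclei alone differed by −2.71 percentage points (exact permutation p = 0.105) and mural nuclei alone by 0.0313 (exact permutation p = 0.948). None of these differences exceeded the spread between sows in the test. Left out in turn, no gland changed the sign of the endothelial (−7.39 to −2.83) or of the myoepithelial and mural difference (−3.42 to −1.66). Without Harmony the latter was −22.1, with 3.74% against 25.8% (exact permutation p = 0.176).

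**Figure D2:**
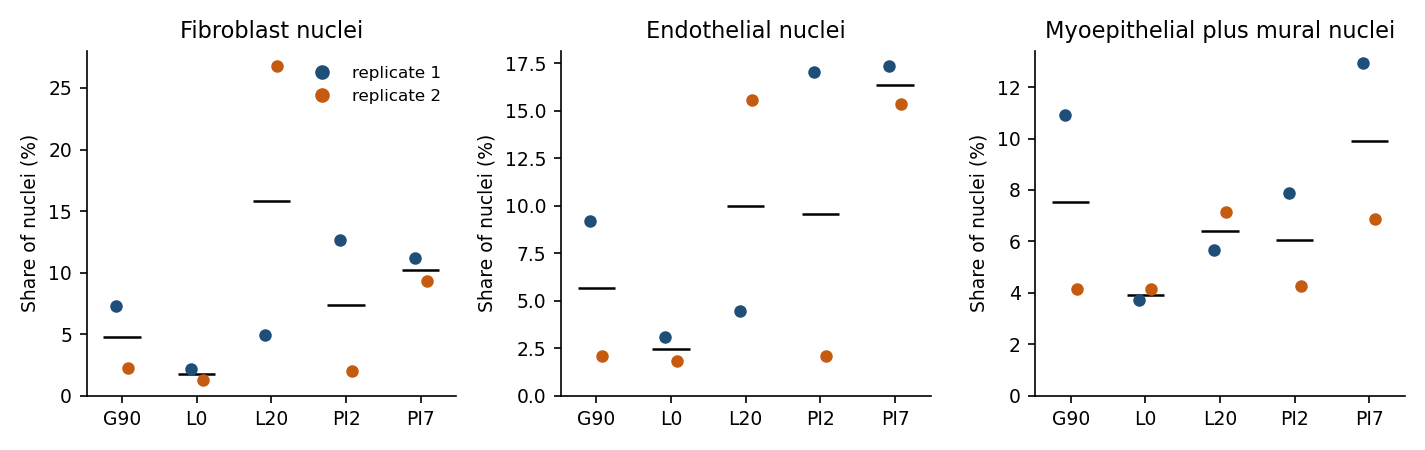
Share of fibroblast, endothelial, and myoepithelial plus mural nuclei among all nuclei of each gland, in percent, by stage, with 1 point per sow and the mean of the 2 sows as a line. The sows of a stage lie furthest apart at L20 for fibroblasts (4.94 and 26.7%) and at PI2 for endothelial nuclei (17.0 and 2.09%).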

### Gene expression patterns of epithelial cells across five developmental stages

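The UMIs of the epithelial nuclei summed to between 7615713 and 40747284 per sow. With edgeR's quasi-likelihood test over 20639 genes, 0 genes passed an adjusted p of 0.05 and a log2 fold change of 1 in each of the 4 comparisons of adjacent stages (n = 2 sows per stage). At an unadjusted p under 0.05 there were 1748 genes from G90 to L0, 2520 from L0 to L20, 669 from L20 to PI2 and 461 from PI2 to PI7. DESeq2 called 531, 888, 15 and 16 genes in the same order. The alternative that moved the counts most was the unadjusted p with the same fold change limit, which gave 1735, 2508, 669 and 460 genes. Leaving out PI2 replicate 2 gave 7 genes from G90 to L0 and leaving out PI2 replicate 1 gave 4, and leaving out either gland of G90 gave 1 gene from L0 to L20. The values of both sows lay on 1 side of those of the other stage for 51.8, 45.3, 23.0 and 22.8% of genes, where chance gives 33.3%. The biological coefficient of variation between sows was 0.537. In counts simulated with a like spread (0.517) and log2 fold changes of 2 to 3, the test recovered 52 of 195 changed genes (26.7%), and with a coefficient of variation of 0.2 it recovered 185 of 194 (95.4%). Across 10186 genes, which are not independent replicates, Spearman's rho between the 2 epithelial libraries of a stage was 0.874 at G90, 0.962 at L0, 0.699 at L20, 0.715 at PI2 and 0.875 at PI7. Libraries of different stages were more alike in 3 cases, with 0.907 for L20 replicate 1 and PI2 replicate 2, 0.923 for L20 replicate 2 and PI7 replicate 1, and 0.937 for PI2 replicate 1 and PI7 replicate 2.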

To unveil the gene transcription dynamics of epithelial cells across adjacent developmental stages, we identified differentially expressed genes (DEGs) using the FindMarkers function in Seurat (Fig. 2A and Table S5). The time-series gene expression profiling of epithelial cells exhibits six time-dependent expression patterns (Fig. 2B). 

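Of 97 cell cycle genes (the S and G2/M lists of Seurat), 86 were tested in the epithelial nuclei. From G90 to L0, 66 of them fell and 20 rose, with a median log2 fold change of −0.49 and a mean of −0.63. The set test camera of limma, with a preset correlation of 0.01, called the set lower at L0 (n = 2 sows). The set was not called by fry or by camera with an estimated correlation between genes, so the call rests on the preset correlation. In the fit over the 5 stages edgeR called no gene of the list on its own, and with only the samples of the 2 stages it called 3 lower. Leaving out G90 replicate 2 weakened the median to −0.33, at which camera no longer called the set, and leaving out G90 replicate 1 gave −0.72. Joining the proliferating nuclei of the precursor cluster to the epithelial nuclei, an alternative added after the data were seen, moved the median most, to −1.28, and there fry and camera with an estimated correlation called the set too.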

During late pregnancy (G90), the main functions of highly expressed genes (cluster 5) are regulation of cell division and cell differentiation. After deliver (L0), specific gene-expression (cluster 6) regulated by hormone stimulation initiate lactation. As the newborn grows (L20), the biosynthetic process (cluster 2) is activated in maternal mammary epithelial cells. Upon cessation of suckling by the offspring, the involution of the mammary gland is initiated. In early natural involution (PI2), most of highly expressed genes in epithelial cells (cluster 3) participated in apoptotic and cell proliferation inhibition to allow space for other cell types. At 7 d post natural involution (PI7), the immune mechanism is activated.

**Fig. 2:**
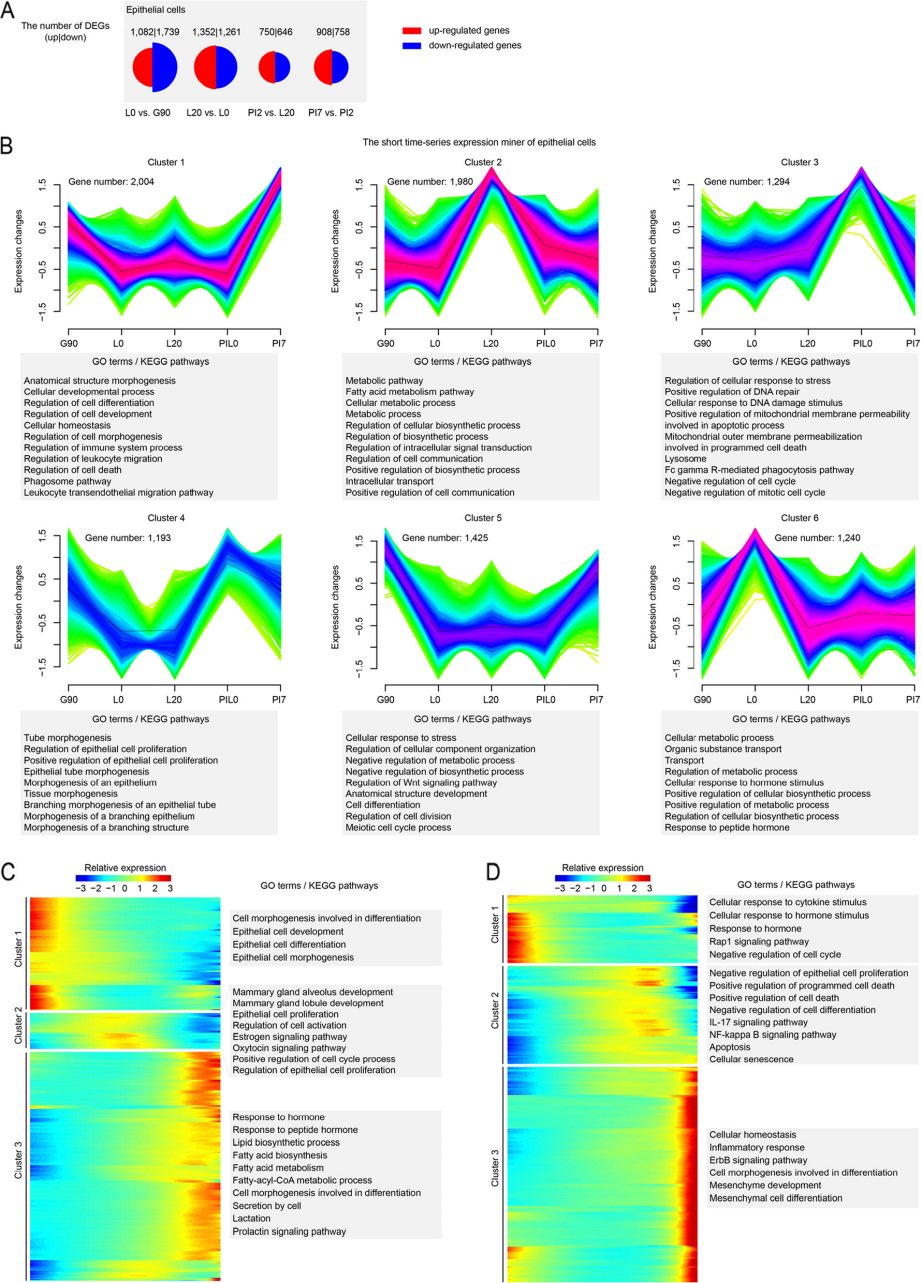
Gene expression patterns of epithelial cells at different developmental stages. **A** Proportional Area Chart (Half Circle). Two groups of half circles indicate two DEGs sets of epithelial cells, and the areas represent the number of DEGs. **B** Fuzzy clustering of expression data at five developmental stages. Purple or red colored lines correspond to genes with high membership value, and *y* axis represents the normalized expression value from the Mfuzz result. **C** Monocle trajectory inference traces a path of pesudotime and group types. **D** The heatmap reveals the relative gene expression level of 3 clusters at 2 branches based on branched expression analysis modeling, combined with the GO/KEGG enriched items for each cluster

Although epithelial cells are captured from the same developmental stage, they are still in different physiological states. Monocle provides a convenient way to screen all pseudotime-dependent genes and identify genes following similar kinetic trends. In late pregnancy (G90), the pseudotime analysis shows three cell subsets with similar gene expression patterns (Fig. 2C). After function analysis, cells from the three subsets performed different functions according to pseudotime. In cell cluster 1, highly expressed genes are mainly enriched in terms or pathways related to cell differentiation, development and morphogenesis. In cell cluster 2, genes participated in hormone signal and the development process of mammary gland, alveolus and lobules. In cell cluster 3, high expression genes promoted lactation and substance synthesis in epithelial cells. Similarly, three cell clusters were identified in early natural involution (PI2) (Fig. 2D). The pseudotime series analysis reveals three physiological states of these cells: cessation of proliferation in response to hormone stimulation (Rap1 signaling pathway), programmed cell death (IL-17 signaling pathway and NF-kappa B signaling pathway), and dedifferentiation into mesenchymal-like cells (mesenchymal cell differentiation).

To characterize the physiological state of epithelial cells in G90 and PI2, we used Monocle2 package to calculate the differentiation trajectory of these cells. 

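The epithelial nuclei of G90 and of PI2 were clustered again at a resolution of 0.3. Sub-clusters were named by the 3 precursor, 5 luminal and 3 hormone-sensing markers. At G90, 285 and 109 nuclei of the 2 sows were hormone-sensing, 3128 and 10219 luminal, and 442 and 382 precursor. The precursor sub-cluster held 340 CPM of ALDH1A3, 1087 CPM of KIT and 24.9 CPM of CD14. The hormone-sensing sub-cluster held 741 CPM of ESR1, 5392 CPM of PRLR and 967 CPM of PGR, and 176 CPM of CSN2 against 2227 CPM in the largest luminal sub-cluster, where LALBA had 43.5 CPM. Sub-clusters 3, 4 and 5, with 2271, 1776 and 1666 nuclei, met no set of markers. They were led by CXCL10 and BIRC3, by few UMIs (median 582) and by ribosomal genes. At PI2, 433 and 256 nuclei were hormone-sensing and 245 and 1109 luminal, no sub-cluster met the precursor markers, and sub-clusters of 6090, 3526 and 2908 nuclei stayed unnamed. The luminal sub-clusters of PI2 were led by mitochondrial genes (960 nuclei) and by interferon-induced genes (394 nuclei).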

According to known marker genes [31–33], cells were classified as epithelial precursor cells (*ALDH1A3*, *CD14* and *KIT*), luminal epithelial cells (*CSN2* and *LALBA*) and hormone-sensing epithelial cells (*ESR1*, *PRLR* and *PGR*) (Fig. 3A and Fig. 3E). Cell differentiation trajectories indicate that hormone-sensing cells and luminal cells originate from epithelial precursor cells (Fig. 3B and Fig. 3F).

**Fig. 3:**
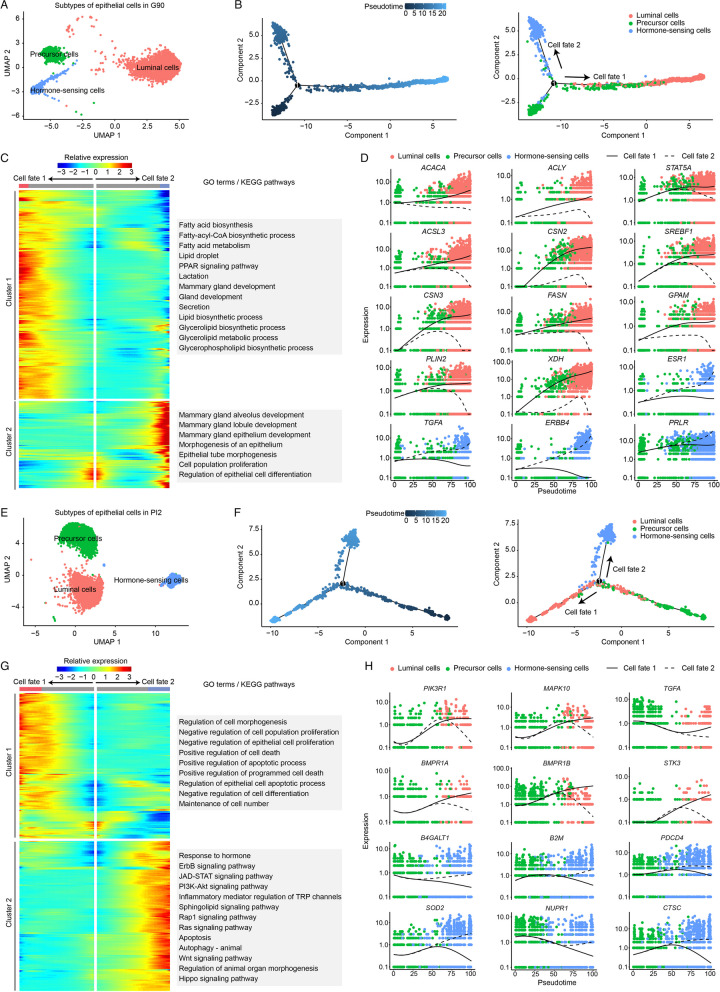
Subtype classification of epithelial cells in G90 (**A**) and PI2 (**E**). Monocle trajectory inference traces a path of pseudotime of epithelial cells in G90 (**B**) and PI2 (**F**). The heatmap reveals the relative gene expression of 3 clusters at 2 branches based on branched expression analysis modeling in G90 (**C**) and PI2 (**G**), combined with the GO/KEGG enriched items of each cluster. Visualization of the transition of highly expressed genes in pseudotime ordering of epithelial cells in G90 (**D**) and PI2 (**H**)

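Hormone-sensing and luminal nuclei of G90 were compared within each sow, with the sow as a block in edgeR's quasi-likelihood fit (n = 2 sows). Summed UMIs were 9920310 and 30608975 for the luminal and 1699050 and 422683 for the hormone-sensing nuclei. Of 15268 genes, 1907 were called, 1123 higher in hormone-sensing and 784 higher in luminal nuclei. The groups were made from these same nuclei, with only the named genes left out of the clustering. Calls over all genes can thus follow from the clustering, and p-values of the named genes do not come from groups set in advance. ERBB4 (ENSSSCG00000016160, chromosome 15, 113966573 to 115096984) rose from 163 to 1736 CPM in replicate 1 and from 41.1 to 968 CPM in replicate 2 from luminal to hormone-sensing nuclei. Its log2 fold change was 4.05 (standard error 0.33, edgeR adjusted p = 1.69e-31, adjusted over the list alone 6.46e-33). TGFA (ENSSSCG00000008326, chromosome 3, 71948232 to 72054257) rose from 587 to 1063 CPM and from 145 to 428 CPM. Its log2 fold change was 1.27 (standard error 0.29, edgeR adjusted p = 1.58e-04, adjusted over the list alone 1.83e-05). Both genes were higher in hormone-sensing nuclei in 2 of 2 sows. The paper picked its genes from these same glands, so values adjusted over the list alone are not independent evidence. ESR1 served to name the sub-cluster and was not tested. Without the sow as a block, the alternative that moved the comparison most, 335 genes were called and TGFA was not among them (log2 fold change 1.17, edgeR adjusted p = 0.554). Its adjusted p ranged from 2.49e-05 to 0.554 over the alternatives, and with no filter on low counts it was also not called (edgeR adjusted p = 0.130). The 5 genes named for G90 include ACACA, FASN and ACLY, and 4 of the 5 were called in the stated direction, against 1 with no block and 2 with no filter. With 1 sow, a value with no test, the log2 fold change of ERBB4 was 3.40 to 4.52 and that of TGFA 0.85 to 1.55. In counts simulated with 4-fold changes and these library sizes, 115 of 165 changed genes were recovered (69.7%).

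**Figure D3:**
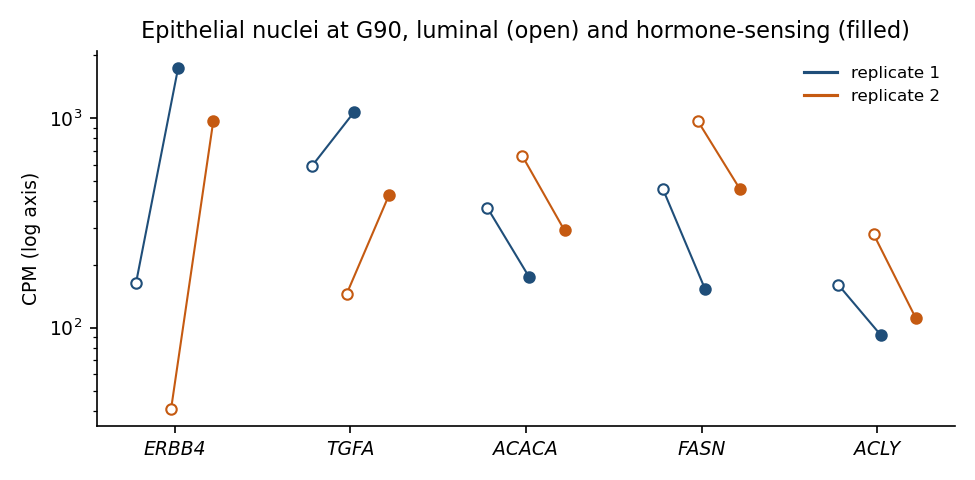
Level in CPM, on a log axis, of the named genes in luminal and hormone-sensing epithelial nuclei of G90, with a line for each of the 2 sows. ERBB4 and TGFA rise from luminal to hormone-sensing nuclei in both sows, and ACACA, FASN and ACLY fall.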

In late pregnancy (G90), gene function analysis revealed hormone receptor genes are activated in hormone-sensing epithelial cells, including erb-b2 receptor tyrosine kinase 4 (*ERBB4*), transforming growth factor alpha (*TGFA*) and estrogen receptor 1 (*ESR1*) (Fig. 3C–D). 

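The fatty acid synthesis genes ACACA (ENSSSCG00000017694), FASN (ENSSSCG00000029944) and ACLY (ENSSSCG00000017421) all lie on chromosome 12, from 38580916 to 38875067, 922405 to 937560 and 20796678 to 20841301. In the comparison within sows at G90, each was lower in hormone-sensing than in luminal nuclei in 2 of 2 sows. ACACA fell from 374 to 174 CPM and from 659 to 291 CPM (log2 fold change −1.07, standard error 0.27, edgeR adjusted p = 0.00122). FASN fell from 459 to 153 CPM and from 965 to 457 CPM (log2 fold change −1.26, standard error 0.29, edgeR adjusted p = 1.67e-04). ACLY fell from 160 to 92.4 CPM and from 279 to 111 CPM (log2 fold change −0.95, standard error 0.26, edgeR adjusted p = 0.00277), which is under the fold change limit of 1. At a resolution of 0.6 it was −1.02 and was called (edgeR adjusted p = 0.00190, the lowest of a range up to 0.324). With 1 sow at a time, ACLY ranged from −1.32 to −0.78. Without the sow as a block, ACACA (edgeR adjusted p = 0.367) and FASN (edgeR adjusted p = 0.486) were not called, and their adjusted p ranged from 6.04e-04 to 0.367 and from 9.35e-05 to 0.486. With no filter ACACA was not called either (edgeR adjusted p = 0.0637).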

Functional activation of luminal cells depended on Acetyl-CoA carboxylase (*ACACA*), fatty acid synthase (*FASN*) and *ACLY* (Fig. 3C–D).

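At PI2, hormone-sensing and luminal nuclei were compared within sows in the same way, from 1551050 and 975010 UMIs of hormone-sensing and 554391 and 2400931 UMIs of luminal nuclei. Of 10751 genes, 179 were called, 167 of them higher in hormone-sensing nuclei. As at G90, calls over all genes can follow from the clustering. Of the 12 genes named for this stage, edgeR called 0, and none had an unadjusted p under 0.05. DESeq2 called 207 genes over all. PIK3R1, MAPK10, BMPR1A and BMPR1B had log2 fold changes of −0.41, −0.09, −0.18 and −0.88 from luminal to hormone-sensing nuclei, and TGFA and STK3 of 0.23 and 0.31. The lowest adjusted p among these 6 was 0.498 for BMPR1B (standard error 0.44, edgeR) and 0.652 adjusted over the list alone. The sign of TGFA turned to −0.09 without PI2 replicate 2, and that of BMPR1A to 0.05 without PI2 replicate 1. Without the sow as a block, edgeR called 0 of all genes, with 337 at an unadjusted p under 0.05. The luminal side rests wholly on sub-clusters led by mitochondrial and interferon-induced genes.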

In early natural involution (PI2), the hormone-sensing epithelial cells received hormone stimulation [phosphoinositide-3-kinase regulatory subunit 1 (*PIK3R1*), mitogen-activated protein kinase 10 (*MAPK10*) and *TGFA*] and activate apoptosis related terms and pathways (*BMPR1A*, *BMPR1B* and *STK3*). At the same time, luminal epithelial cells activated the positive regulation of programmed cell death term [superoxide dismutase 2 (*SOD2*), cathepsin C (*CTSC*) and beta-1,4-galactosyltransferase 1 (*B4GALT1*) and the regulation of epithelial cell apoptotic process pathway (beta-2-microglobulin (*B2M*), nuclear protein 1, transcriptional regulator (*NUPR1*) and programmed cell death 4 (*PDCD4*)] (Fig. 3G–H).

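All of SOD2, CTSC, B4GALT1, B2M, NUPR1 and PDCD4 were higher in luminal than in hormone-sensing nuclei of PI2, and none beyond the spread between sows. From luminal to hormone-sensing nuclei their log2 fold changes were −0.25, −0.41, −0.48, −0.67, −0.41 and −0.25, with standard errors from 0.35 to 0.45 and edgeR adjusted p from 0.654 (B2M) to 0.896 (PDCD4). NUPR1 (ENSSSCG00000040162) changed sign without PI2 replicate 1 (0.07) and without the sow as a block (0.12). For the other 5 the sign held with each sow left out, with B2M from −1.23 to −0.33 and B4GALT1 from −1.01 to −0.18. From these gene sets the paper states that programmed cell death is activated in luminal cells at PI2.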

### Gene expression patterns of adipocytes across five developmental stages

To unveil gene transcription dynamics of adipocytes across adjacent developmental stages, we identify DEGs using the FindMarkers function in Seurat (Fig. 4A and Table S5). 

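The adipocyte nuclei of a sow numbered 69 and 43 at G90, 17 and 19 at L0, 11 and 567 at L20, 28 and 15 at PI2, and 39 and 16 at PI7. Their summed UMIs were between 18259 in L20 replicate 1 and 2269414 in L20 replicate 2, with at most 130449 in the other glands. Of 2319 genes tested with edgeR, 1 was called from G90 to L0, 72 from L0 to L20 (15 higher and 57 lower at L20), 0 from L20 to PI2 and 0 from PI2 to PI7. At an unadjusted p under 0.05 and the same fold change limit, the alternative that moved the 72 genes most, there were 134, 430, 203 and 73 genes, and DESeq2 called 0, 136, 2 and 0. The single gene from G90 to L0, named after its value was seen, has no symbol (ENSSSCG00000016731). It had 0 CPM in both sows of G90, and TMM-normalized levels of 1707 and 1056 CPM at L0. Among milk cells it was 1 of the 10 leading genes of epithelial cluster 13, beside LALBA and CSN1S1. Free RNA from epithelial cells counted in adipocyte nuclei is thus a candidate source of its UMIs. By the rule set for naming genes, CSN2, CTSD and BNIP3 are reported for L0 to L20. CSN2 (ENSSSCG00000009261), a casein of epithelial cells, fell from 1158 CPM ± 343 (SD, n = 2) to 0 of 2287673 UMIs, at least 883-fold lower against a floor of 3 counts over both sows (edgeR adjusted p = 0.0120, from 5.23e-10 to 0.175 over the alternatives). CTSD (ENSSSCG00000040793) had 0 of 51414 UMIs at L0 and 772 CPM ± 922 (SD, n = 2) at L20, at least 13.2-fold higher (edgeR adjusted p = 0.0472, from 0.00194 to 0.607 over the alternatives). BNIP3 (ENSSSCG00000024388), also without a UMI at L0, had 518 CPM ± 113 (SD, n = 2) at L20, at least 8.88-fold higher (edgeR adjusted p = 0.0258, from 0.00110 to 0.607 over the alternatives). These limits depend on single glands. For CSN2 it was 7.05-fold without L20 replicate 2, which leaves 18259 UMIs. For CTSD it was 2.06-fold without L20 replicate 1, 24.4 without L20 replicate 2, 4.78 without L0 replicate 1 and 8.45 without L0 replicate 2, and for BNIP3 3.21 without L0 replicate 1 and 5.67 without L0 replicate 2. CSN2 was no longer called without L20 replicate 2 or with DESeq2 (edgeR adjusted p = 0.175 and DESeq2 adjusted p = 0.131). The share of free RNA in adipocyte UMIs, estimated from casein UMIs, was 86.0 and 50.1% at G90 and 63.5 and 50.0% at L0. At L20 it was 15.7 and 4.22%. After this share was taken out, edgeR called 0 genes from G90 to L0 and 0 from L0 to L20. Leaving out 1 gland gave between 14 (L0 replicate 1) and 186 (PI2 replicate 1) genes from L0 to L20, with 22 without L0 replicate 2, 30 without L20 replicate 2, 45 without PI7 replicate 1, 158 without L20 replicate 1 and 160 without PI2 replicate 2. From L20 to PI2 it gave 43 genes without L20 replicate 1 and 13 without PI2 replicate 2, from PI2 to PI7 12 without PI2 replicate 1, and from G90 to L0 up to 7 without L20 replicate 1 and 0 without G90 replicate 2, L0 replicate 1 or L20 replicate 2. In counts simulated for G90 to L0 with log2 fold changes of 2 to 3, the test recovered 24 of 170 changed genes (14.1%) with a spread as in these glands (0.513), and 130 of 161 (80.7%) with a coefficient of variation of 0.2.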

Based on DEGs identified from adipocytes, we employed Mfuzz algorithm to detect time-series expression profiles of genes across developmental stages. Six time-dependent expression patterns were characterized in adipocytes and investigated for their biological significance (Fig. 4B). The DEGs of adipocytes in cluster 1 and 5 show high expression levels during non-lactation. The function of these genes is significantly enriched in cellular development and macromolecule metabolic processes term. This is consistent with the results of both our phenotypic data (Fig. 1A–B) and previous research [6]. The DEGs in cluster 2 are specific expression at colostrum stage (L0) versus the other four stages. These DEGs are mainly involved in the response to hormone and adipocytokine. In cluster 3 and cluster 4, the DEGs are highly expressed at L20, and sustain adipocytes survival. This correlates a compression of the adipocyte space during lactation. Highly expressed genes in cluster 6 are mostly involved in the response to hormone stimulus and cell proliferation during early natural involution (PI2).

**Fig. 4:**
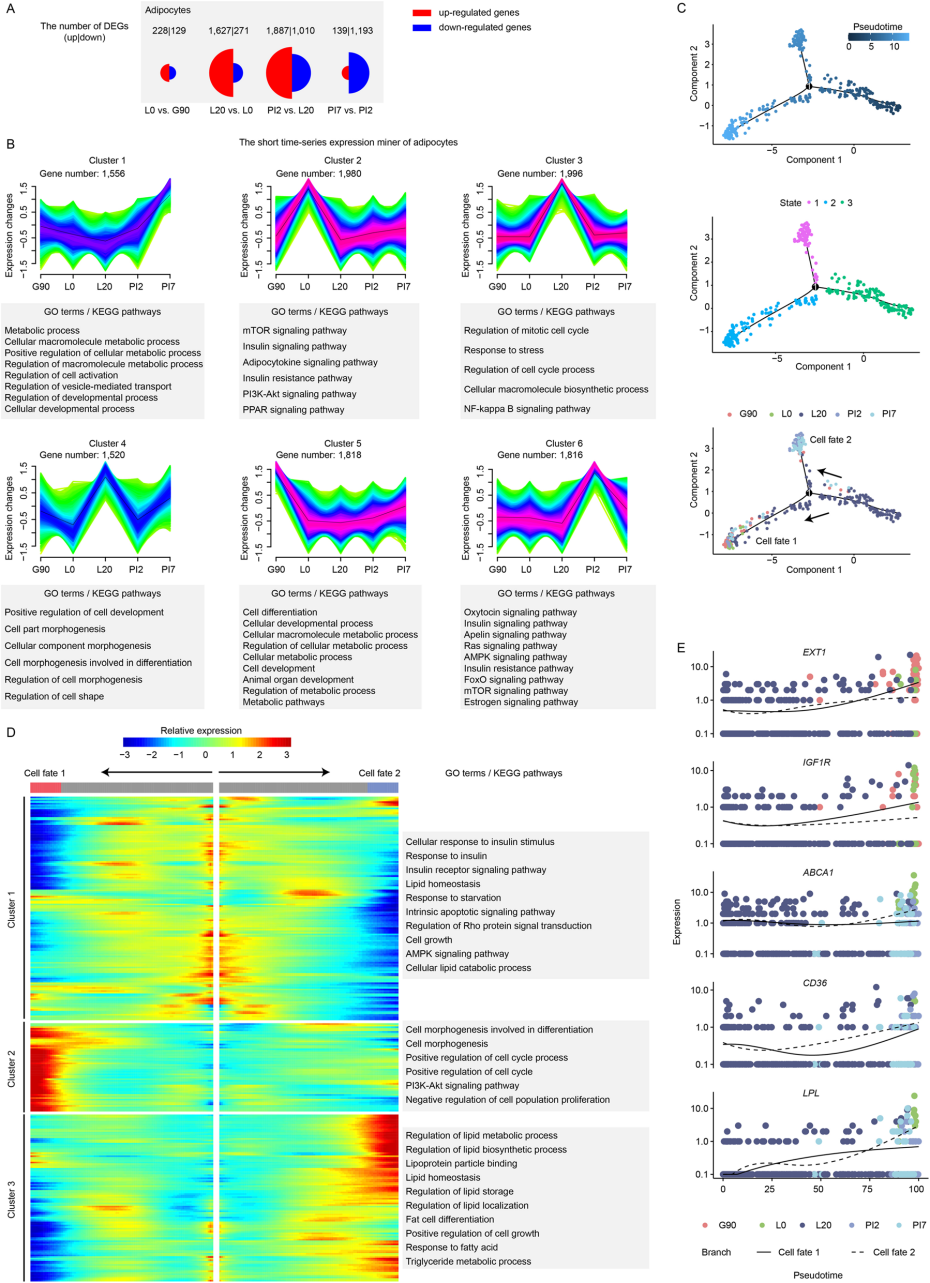
Gene expression patterns of adipocytes at different developmental stages. **A** Proportional Area Chart (Half Circle). Two groups of half circles indicate two DEGs sets of adipocytes, and the areas represent the number of DEGs. **B** Fuzzy clustering of expression data at five developmental points. Purple or red colored lines correspond to genes with high membership value, and *y* axis represents the normalized expression value from the Mfuzz result. **C–D** The heatmap reveals the relative gene expression level of adipocytes in G90 (**C**) and PI2 (**D**), combined with the GO/KEGG enriched items of each cluster. **E** Visualization of the transition of highly expressed genes in pseudotime ordering of adipocytes at different developmental stages

In many biological processes, cell growth, differentiation and development do not progress in perfect synchrony. Single-cell expression studies of cell differentiation often capture cells distributed across the entire process. To understand the gene gradient expression at different developmental stages, we applied pseudotime and trajectory analysis for adipocytes using Monocle 2. In late pregnancy (G90), the majority of adipocytes are in a highly differentiated state. When the living space is occupied by other cell types (Fig. 1A), adipocytes gradually dedifferentiate during the onset and maintenance of lactation (Fig. 4C). During lactation, highly expressed genes regulate cell morphogenesis and keep adipocytes at undifferentiated state. These highly expressed genes are significantly enriched in the canonical insulin receptor signaling pathway and AMPK signaling pathway (Fig. 4D). In the two pathways, we found three key genes, ZFP36 ring finger protein like 1 (*ZFP36L1*), forkhead box O1 (*FOXO1*), and lipid phosphate phosphohydrolase 1 (*LPIN1*).

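In adipocyte nuclei the mean of L0 and L20 was compared with G90 on the log2 scale. Estimated free RNA made up 86.0 and 50.1% of their UMIs at G90, 63.5 and 50.0% at L0, and 15.7 and 4.22% at L20. By this estimate much of the signal at G90 and L0 is not that of adipocytes, so a difference between stages can come from free RNA. LPIN1 (ENSSSCG00000008624, chromosome 3, 124940557 to 125074137) had 305.5 CPM ± 1.55 at G90, 172 ± 14.9 at L0 and 1974 ± 700.2 at L20 (SD, n = 2). Its log2 fold change in lactation was 0.79 (standard error 0.73, edgeR adjusted p = 0.820, adjusted over the list alone 0.480). Between adjacent stages it was called higher at L20 than at L0 (log2 fold change 3.57, standard error 0.91, edgeR adjusted p = 0.0382), a comparison picked after its value was seen. FOXO1 (ENSSSCG00000009370, chromosome 11, 15317222 to 15410059) had 105 CPM ± 36.0 at G90, 192 ± 185 at L0 and 647 ± 606 at L20 (SD, n = 2), a log2 fold change of 1.56 (standard error 0.93, edgeR adjusted p = 0.627, adjusted over the list alone 0.271). ZFP36L1 (ENSSSCG00000028304, chromosome 7, 92490069 to 92495864) had 90.6 CPM ± 34.5 at G90, 69.1 ± 54.6 at L0 and 451 ± 59.4 at L20 (SD, n = 2), a log2 fold change of 0.66 (standard error 0.86, edgeR adjusted p = 0.907, adjusted over the list alone 0.559). At L0 these levels rest on 9, 8 and 3 UMIs over both sows, in the order LPIN1, FOXO1 and ZFP36L1. None of the 3 was called, and none had an unadjusted p under 0.05. Without Harmony the signs of all 3 reversed, to −0.43, −0.20 and −3.96, and with free RNA taken out LPIN1 reversed to −0.58. The sign of each gene held with any 1 gland left out. The paper states that the genes high in lactation keep adipocytes undifferentiated, and takes these 3 as key genes of the pathways enriched among them.

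**Figure D4:**
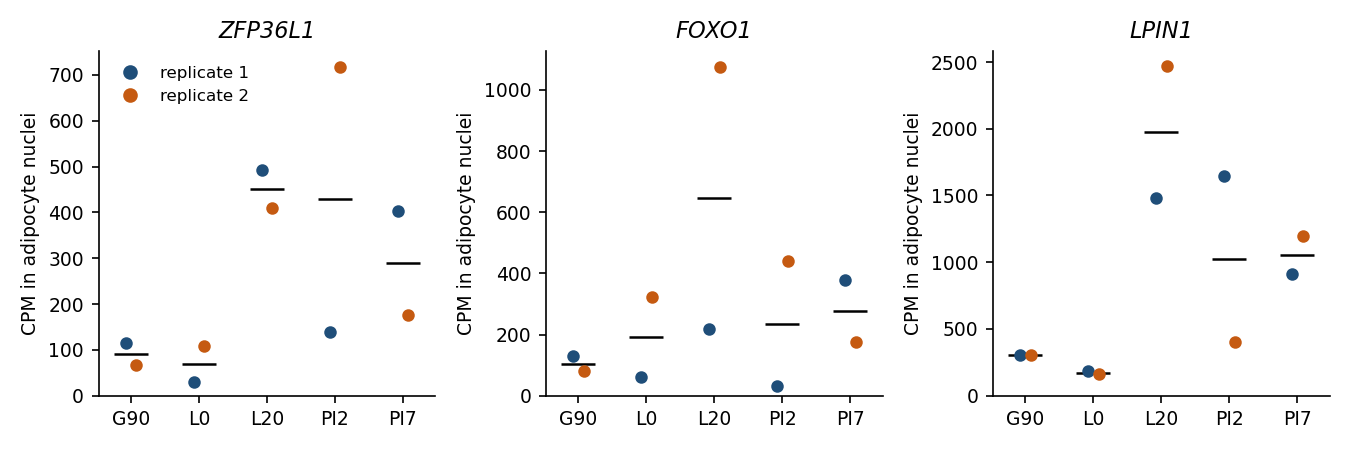
Level in CPM of ZFP36L1, FOXO1 and LPIN1 in adipocyte nuclei by stage, with 1 point per sow and the mean of the 2 sows as a line. The 2 sows of a stage often lie as far apart as the stages.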

In natural involution, the highly expressed genes regulate adipocytes redifferentiation and lipid metabolism (the fat cell differentiation term and the triglyceride metabolic process term) (Fig. 4D). 

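For the redifferentiation of adipocytes, the mean of PI2 and PI7 was compared with that of L0 and L20. CD36 (ENSSSCG00000015405, chromosome 9, 99685748 to 99782296) had 913 CPM ± 1292 at L0, 2715 ± 121 at L20, 828 ± 1114 at PI2 and 1796 ± 517 at PI7 (SD, n = 2). Its log2 fold change was −0.31 (standard error 0.81, edgeR adjusted p = 0.926, adjusted over the list alone 0.888). LPL (ENSSSCG00000040631, chromosome 14, 4104761 to 4134964) had 233 CPM ± 101 at L0, 1115 ± 49.9 at L20, 350.5 ± 439 at PI2 and 713 ± 472 at PI7 (SD, n = 2), a log2 fold change of 0.09 (standard error 0.62, edgeR adjusted p = 0.972). ABCA1 (ENSSSCG00000005423, chromosome 1, 246144277 to 246278492) had 76.1 CPM ± 108 at L0, 856 ± 107 at L20, 159 ± 225 at PI2 and 648 ± 91.4 at PI7 (SD, n = 2), a log2 fold change of 0.41 (standard error 0.80, edgeR adjusted p = 0.898). The highest stage mean of each gene was at L20. None was called or had an unadjusted p under 0.05. The signs depended on single glands. CD36 turned to 5.11 without L0 replicate 1, which leaves L0 with a gland without a CD36 UMI, and to 0.14 without PI2 replicate 2. LPL turned to −0.10 without L0 replicate 2, −1.54 without PI2 replicate 1 and −0.34 without PI7 replicate 1. ABCA1 turned to −3.98 without PI2 replicate 1, and to −0.35 without Harmony.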

The pseudo time series analysis indicated that adipocytes displayed a mature state at the PI2 and PI7 stages, with terms related to adipocyte substance synthesis, including the regulation of lipid storage term (CD36 molecule, *CD36*), the response to fatty acid term (lipoprotein lipase, *LPL*), and the triglyceride metabolic process term (ATP binding cassette subfamily A member 1, *ABCA1*) (Fig. 4E).

### Cell–cell interactions

Many cell types of the mammary gland contribute to its structure, development, and ultimate function in a dynamic and reciprocal fashion. As proof of principle of the application of this dataset for describing mammary gland cell–cell interactions, we next detected the distribution of cytokine, growth factors and other receptors across the seven type cells. The number of paired ligand-receptor (L-R) interactions showed in the network plots reveals the interactions between each two different cell types and within the same cell type. The Circos plots display the top 20 L-R pairs (Fig. 5 and Fig. S2). In terms of growth factors, the interactions between epithelial cells and other cells are most common during d 90 gestation than the other four stages. Aside from adipocytes, epithelial cells strongly bind endogenous and exogenous growth factor ligands secreted by other cell types. 

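Ligand and receptor levels were taken as the CPM of each class in each sow, and a pair was scored as the product of the mean CPM of the ligand in the sending and of the receptor in the receiving class. A score has no error of its own and was compared between stages without a test. The pair TGFB2 and TGFBR3, from endothelial to epithelial nuclei, scored highest at G90 (292570) and lowest at L0 (40644). TGFB2 (ENSSSCG00000010816) had 157 CPM ± 89.1 in endothelial nuclei of G90 (SD, n = 2), with a UMI in 20.5% of them at a median depth of 1607 UMIs, against 2.62% of immune nuclei at 1474 UMIs. TGFBR3 (ENSSSCG00000006911) had 1867 CPM ± 90.8 in epithelial nuclei of G90 and 606 ± 80.6 at L0 (SD, n = 2), a difference larger than both SDs. The edgeR test called no epithelial gene from G90 to L0, so this difference was not called. TGFA and EGFR between epithelial nuclei scored highest at G90 (177386), followed by PI7 (163214). TGFA there had 428 CPM ± 370 (SD, n = 2), and the highest score moved to PI7 without G90 replicate 1 or PI7 replicate 1, and to PI2 without PI2 replicate 2. EGFR (ENSSSCG00000022126) had 414 CPM ± 24.2 in epithelial nuclei of G90 (SD, n = 2). TGFBR1 with TGFBR3 scored 78443 at G90, where TGFBR1 itself was at its lowest mean, 42.0 CPM ± 19.4, and 35608 at PI7, where it was at its highest, 87.7 ± 28.3 (SD, n = 2). Of 19 pairs scored, between 15 (without PI2 replicate 2) and 18 kept their highest stage with 1 gland left out.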

Interactive networks displayed the L-R pairs of growth factors which promoted epithelial cell development, these were mainly driven by TGFB2-TGFBR3, TGFA-EGFR and TGFBR1-TGFBR3 pathways (Fig. 5 and Fig. S2). 

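In endothelial nuclei of G90, PDGFD (ENSSSCG00000014994, chromosome 9, 34388636 to 34621227) had 410.0 CPM ± 43.8 (SD, n = 2). At the later stages its mean was lower, with 244 CPM at L0, 213 at L20, 196 at PI2 and 227 at PI7. Fibroblast nuclei of G90 held a like level of 461 CPM ± 138 (SD, n = 2), and epithelial nuclei 7.30 ± 3.70. A PDGFD UMI was found in 24.2% of endothelial nuclei at G90, in 34.8% of fibroblast nuclei at 1564 UMIs, and in 3.04% of immune nuclei. TGFB2 was higher in endothelial than in epithelial nuclei of G90 (28.0 CPM ± 15.8), and its endothelial mean was higher at L20 (185 CPM ± 90.9) and PI2 (188 ± 67.8) than at G90, by less than the SD (n = 2).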

At the same time, endothelial cells promote the growth of other five cell types, except adipocytes, by secreting TGFB2 and PDGFD ligand. Meanwhile adipocytes showed weak interactions with other cells. Interestingly, the top 20 cell interactions suggest that the interaction between precursor cells and other cell populations only occurs in the transition state of non-lactation and lactation, that is, G90 and PI2 periods (Fig. 5A and D).

**Fig. 5:**
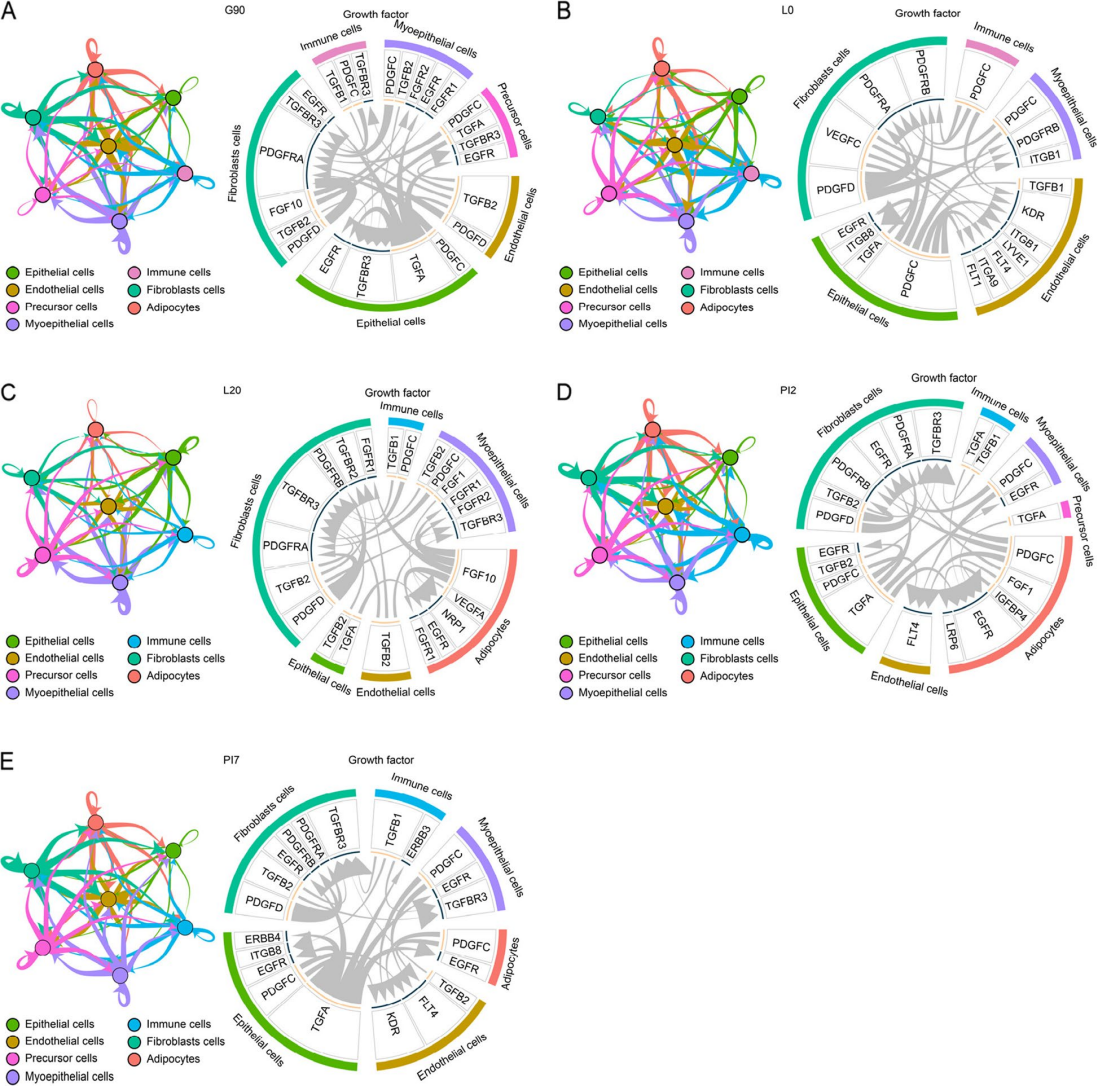
The typical growth factor type ligand-receptor interactions predicted by iTALK between any two cell types. The network plot showed ligand-receptor interactions detected between each two different cell types. In the network, every node showed a cell type, and the thickness of the arrow lines represented the number of ligand-receptor interactions. The arrows labeled the forward (from signaling cell to target cell) and backward signals. The circos plot displayed the names of each ligand-receptor gene pair and the direction. The outside ring of circos plot exhibited cell types, and the inside ring of circos plot exhibited the details of each interaction ligand-receptor pair. The lines inside the circos plot indicated the relative signal strength of the ligand and receptor. The arrow indicated the receptor

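CXCL12 (ENSSSCG00000034973, chromosome 14, 91516383 to 91543857) had 109 CPM ± 16.5 in endothelial nuclei of L0 and 26.2 ± 21.9 at G90 (SD, n = 2). Its endothelial level was highest at PI7, with 137 CPM ± 11.3 (SD, n = 2). Fibroblast nuclei of L0 held 111 CPM ± 50.0 of it (SD, n = 2) and epithelial nuclei 1.23 ± 0.367. A CXCL12 UMI was found in 8.35% of endothelial nuclei of L0 at a median depth of 1034 UMIs and in 0.277% of epithelial nuclei at 1962. ITGB1 (ENSSSCG00000011101) had 93.3 CPM ± 14.4 in epithelial and 523 ± 65.1 in endothelial nuclei of L0 (SD, n = 2). Scored from endothelial to epithelial nuclei, the pair reached 10181 at L0, 26899 at PI7 and 3583 at G90.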

At the onset of lactation (L0), the cytokine-type L-R pairs (CXCL12-ITGB1) connects endothelial cells with other cells, except adipocytes and precursor cells. Another important feature of the L0 period, is that the epithelial, myoepithelial and immune cells communicate with endothelial cells via PDGFC-KDR pathway (Fig. 5 and Fig. S2). 

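PDGFC (ENSSSCG00000024960, chromosome 8, 45579065 to 45808789) had 565 CPM ± 72.9 in epithelial nuclei of L0 (SD, n = 2), its highest stage mean in this class, against 366 ± 371 at G90. In myoepithelial nuclei it had 445 CPM ± 155 and in immune nuclei 294 ± 34.7 at L0 (SD, n = 2). KDR (ENSSSCG00000008844, chromosome 8, 41809116 to 41856379) had 305 CPM ± 30.0 in endothelial nuclei of L0 and 478 ± 111 at PI2 (SD, n = 2). The product of both was highest at L0 for epithelial senders (172482). For myoepithelial senders it was highest at G90 (157115, with 135793 at L0), and for immune senders at PI7 (100503, with 89726 at L0). The highest stage of the myoepithelial pair changed when any 1 of G90 replicate 2, L0 replicate 2, PI2 replicate 1 or PI7 replicate 1 was left out, to PI2, L0, PI2 and PI7. That of the immune pair changed to L20 without L20 replicate 1 or PI7 replicate 2, and to PI2 without PI2 replicate 2.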

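The growth factor gene VEGFC (ENSSSCG00000015770, chromosome 15, 39037764 to 39136234) had 281 CPM ± 170 in fibroblast nuclei of L0 and 72.8 ± 31.2 at G90 (SD, n = 2), with 21.9 to 60.4 CPM at the later stages. The SD at L0 spans most of this difference. A VEGFC UMI was found in 20.0% of fibroblast nuclei of L0 at a median depth of 957 UMIs, and in 0.354% of epithelial nuclei at 1962 UMIs. In endothelial nuclei of L0, the receptor genes had 141 CPM ± 28.2 for FLT1, 158 ± 23.2 for FLT4, 394 ± 151 for LYVE1 and 342 ± 0.706 for ITGA9 (SD, n = 2). VEGFC with FLT1 scored highest at L0 (39524), as did VEGFC with FLT4 (44277). Without L0 replicate 1, the latter was highest at PI7.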

Fibroblasts secret VEGFC ligand to combined with FLT1, FLT4, LYVE1, ITGA9 and ITGB1 receptors from endothelial cells. At mature milk stage (L20), the cell–cell interactions show that the cytokine ligands secreted by endothelial cells (CCL5, CCL21) and myoepithelial cells (CCL2) activate the adipocyte surface receptor ACKR4 (Fig. 5C and Fig. S2). In addition, two autocrine pathways (FGF10-FGFR1 and ADIPOQ-ADIPOR2) were activated during this period.

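ACKR4 (ENSSSCG00000011630, chromosome 13, 73773862 to 73777770) had 412 CPM ± 191 in adipocyte nuclei of L20, from 639 UMIs, and 335 ± 144 at PI7, from 46 UMIs (SD, n = 2). In adipocyte nuclei of L20, 35.6% held an ACKR4 UMI at a median depth of 2488 UMIs. CCL5 (ENSSSCG00000017705) had 84.9 CPM ± 29.1 in endothelial nuclei of L20, its highest stage mean, and 41.3 ± 25.6 at PI7 (SD, n = 2). CCL21 (ENSSSCG00000038162) had 215 CPM ± 196 in endothelial nuclei of L20 and higher means of 567 ± 320 at PI7 and 439 ± 207 at L0 (SD, n = 2). CCL2 (ENSSSCG00000017723) had 117 CPM ± 135 in myoepithelial nuclei of L20, from 88 UMIs, and 68.0 ± 51.1 at PI7 (SD, n = 2). With ACKR4, CCL5 scored highest at L20 (34996), CCL2 at L20 (48383) and CCL21 at PI7 (189965, with 90405 at L0 and 88663 at L20). Without L20 replicate 1, the pair of CCL2 was highest at PI7. Of the adipocyte nuclei of L20, 11 came from replicate 1.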

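FGF10 (ENSSSCG00000016878, chromosome 16, 28695465 to 28779953) had 960.0 CPM ± 888 in adipocyte nuclei of L20 and 42.2 ± 16.6 at L0 (SD, n = 2), from 782 and 2 UMIs. It was among the genes called from L0 to L20 (log2 fold change 4.47, standard error 1.16, edgeR adjusted p = 0.0382), which was looked up after the result was seen. Estimated free RNA made up 63.5 and 50.0% of adipocyte UMIs at L0, and with it taken out no gene was called between these stages. FGFR1 (ENSSSCG00000015815) had 347 CPM ± 361 at L20 (SD, n = 2). The product of both was 333177 at L20, the highest of the stages, and 18982 at PI7. ADIPOQ had 3409 CPM ± 1918 in adipocyte nuclei of L20 and 4465 ± 249 at PI7 (SD, n = 2). ADIPOR2 (ENSSSCG00000000757) had 848 CPM ± 350 at L20 and 1064 ± 188 at PI7 (SD, n = 2). This pair scored 2890624 at L20 and was highest at PI7 (4750856), and without L20 replicate 2 it was highest at L20.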

In 2 d post natural involution (PI2), adipocytes frequently received cytokine signals from other cell types (Fig. 5D and Fig. S2). 

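At PI2, adipocyte nuclei held 232 CPM ± 293 of FGF1 (ENSSSCG00000024954), from 14 UMIs, and at L20 279 ± 380, from 33 UMIs (SD, n = 2). EGFR had 511 CPM ± 385 in adipocyte nuclei of PI2 and 527 ± 261 at L20 (SD, n = 2). FGF1 with EGFR scored 118488 at PI2 and 147094 at L20, and without L20 replicate 1 the highest stage was PI2. IGFBP4 (ENSSSCG00000017472) had 105 CPM ± 35.9 at PI2, from 18 UMIs, and 15.0 ± 21.2 at L20 (SD, n = 2). LRP6 (ENSSSCG00000000625) had 252 CPM ± 244 at PI2 (SD, n = 2). Their product was highest at PI2 (26515), followed by PI7 (20169), which was highest without PI2 replicate 1 or PI7 replicate 2. FGF10 fell to 8.16 CPM ± 11.5 at PI2 (SD, n = 2), from 2 UMIs, and its product with FGFR1 to 1598. The fall of FGF10 from L20 to PI2 was not called (log2 fold change −5.91, standard error 1.19, edgeR adjusted p = 0.148).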

Notably, different from mature milk stage, the autocrine pathways maintained the adipocyte proliferation through FGF1-EGFR and IGFBP4-LRP6 pairs at PI2, rather than FGF10-FGFR1 pairs (Fig. 5 and Fig. S2). In epithelial cells, the positive regulation of programmed cell death term was activated. 

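IL34 (ENSSSCG00000040629, chromosome 6, 13588748 to 13679864) was found in every class at PI2, with 634 CPM ± 752 in epithelial nuclei and between 179.9 (endothelial) and 246 CPM (fibroblast) in the others (SD, n = 2). Its epithelial SD is larger than its mean. The epithelial mean was highest at PI7, with 689 CPM ± 289 (SD, n = 2). Free RNA from epithelial nuclei was not taken out of these levels. CSF1R (ENSSSCG00000014441, chromosome 2, 151102138 to 151130311) had 292 CPM ± 130 in immune and 11.0 ± 3.96 in epithelial nuclei of PI2 (SD, n = 2). From epithelial to immune nuclei the pair scored 185154 at PI2 and 271518 at PI7. Its highest stage moved to PI2 when PI2 replicate 2 or PI7 replicate 2 was left out.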

All mammary cells sent out the demand for proliferation and differentiation to immune cells via IL34-CSF1R pairs. In post natural involution (PI2 and PI7), epithelial cells stimulated myoepithelial cell growth through the growth factor type ligand-receptor (TGFA-EGFR) pathway during early natural involution (Fig. 5 and Fig. S2). 

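TGFA had 284 CPM ± 198 in epithelial nuclei of PI2 and 359 ± 180 at PI7 (SD, n = 2). EGFR had 431 CPM ± 230 in myoepithelial nuclei of PI2 and 369 ± 153 at PI7 (SD, n = 2), against 320 ± 3.04 at G90. From epithelial to myoepithelial nuclei the pair scored 122690 at PI2 and 132563 at PI7, with 136888 at G90 and 53980 at L0. The highest stage was PI7 without G90 replicate 1 or PI7 replicate 1, and PI2 without PI2 replicate 2.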

In PI7, TGFA regulated the proliferation of epithelial cells through an autocrine signaling pathway (TGFA-ERBB4).

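Epithelial nuclei of PI7 held 157 CPM ± 101 of ERBB4, close to the 165 ± 162 of G90 and above the 88.7 ± 63.7 of PI2 (SD, n = 2). The product of TGFA and ERBB4 was 56473 at PI7 and 70729 at G90, and highest at PI7 without G90 replicate 1. From such pairs of ligands and receptors the paper reasons on how each cell type acts on the others, and states that TGFA regulates epithelial cells of PI7 in an autocrine way. A product of CPM is not the score of the tool that the paper used, which was not available here.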

### Epithelial cells and adipocytes annotated in situ with precise spatial resolution

Mature acini, the basic unit of galactosis, are observed in the G90, whose main component is mammary epithelial cells. Acinar maturation indicates that the mammary gland has been fully prepared for lactation during G90. Additionally, casein alpha s1 (*CSN1S1*) and casein beta (*CSN2*) are the key genes for mammary epithelial cells participation in lactation. However, snRNA-seq loses spatial information of the expression profiles of *CSN1S1* and *CSN2*. Thus, we verified that the two genes were specifically expressed in the acinar region using spatial transcription sequencing (Fig. 6A and Fig. S3). 

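Spatial transcriptomes were made from 1 section of a gland at G90 and 1 at PI2 on Visium slides, on which each spot covers several cells. The authors deposited the number of UMIs of each gene in each spot without normalization. The section of G90 held 4721 spots with 42815421 UMIs (median 8062 UMIs and 2687 genes per spot), and that of PI2 2248 spots with 17906403 UMIs (median 5927 UMIs and 1945 genes). There are no replicates, spots of 1 section are not replicates, and nothing was tested between sections. For each class, a spot's score was a mean over the class's marker genes, without the gene under study. The log-normalized level of each marker was first centred and divided by its SD over spots, so that all markers weigh alike. Positions of the spots were not used here, so neither the acinar region nor any place on the section was examined. CSN1S1 (ENSSSCG00000009262, chromosome 8, 66888231 to 66908306) had 1417 UMIs in 1088 spots at G90 and 41 UMIs in 39 spots at PI2. CSN2 (chromosome 8, 66914231 to 66922636) had 2011 UMIs in 1353 spots at G90 and 7 UMIs in 7 spots at PI2. As shares of all UMIs, these were 33.1 and 47.0 CPM at G90, and 2.29 and 0.391 CPM at PI2.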

In detail, we integrated the snRNA-seq and spatial datasets based on SPOTlight with a deconvolutional procedure, generating the spatial distribution of sequenced cells. 

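Of the spots of G90 with a CSN1S1 UMI, 40.9% (445 of 1088, exact 95% interval 38.0 to 43.9%) lay in the top 25% of spots by the epithelial score. For CSN2 the share was 42.5% (575 of 1353, 39.9 to 45.2%). Spearman's rho across spots between CPM and the epithelial score was 0.261 for CSN1S1 and 0.331 for CSN2. Spots in this top 25% were deeper, with a median of 12081 UMIs against 6605 elsewhere for CSN1S1. In CPM, CSN1S1 had 39.8 in the top 25% of spots and 29.4 elsewhere, and CSN2 63.0 and 38.1. Thinning every spot to 1000 UMIs, the alternative that moved rho most, lowered it to 0.0370 and 0.0265 and the shares to 35.0% (26.5 to 44.2%) and 30.4% (22.9 to 38.8%). The score was rebuilt from the thinned UMIs, so a noisier score can also lower these values. After thinning, CSN1S1 had 38.0 CPM in the top 25% of spots and 22.7 elsewhere, and CSN2 37.1 and 28.5. Among the alternatives that kept the top 25% of spots, at least 3 UMIs of the gene moved the shares most, to 61.8 and 58.9%. With the top 10% of the score, which holds fewer spots by construction, the shares were 17.6 and 17.3%. Against other scores, CSN2 had a rho of 0.180 with the myoepithelial and −0.119 with the adipocyte score. The deconvolution of spots into cell types was not repeated here.

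**Figure D5:**
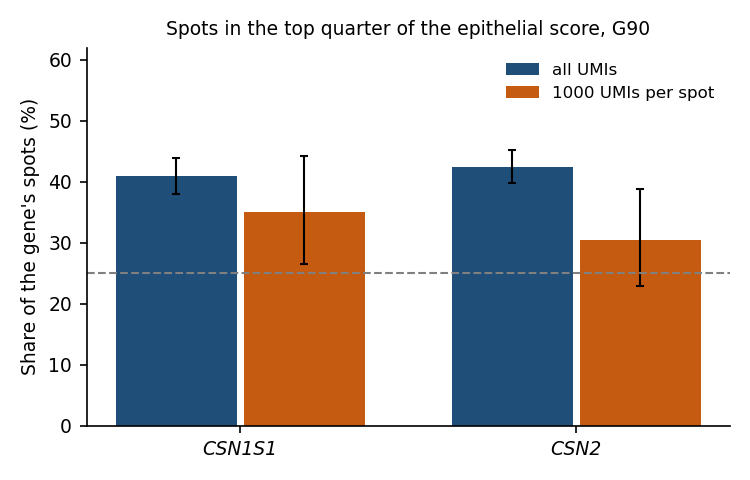
Share of the spots of G90 with a UMI of CSN1S1 or CSN2 that lie in the top 25% of spots by the epithelial score, in percent, for all UMIs and for spots thinned to 1000 UMIs, with exact 95% intervals and a line at 25.0%. After thinning, the interval for CSN2 runs from 22.9 to 38.8%.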

The spots with *CSN1S1* and *CSN2*-specific expression are largely overlapping with the region annotated as epithelial cells. We found that *EGFR* expression was a specific expression marker in epithelial cells from G90 (Fig. 6A), and repopulation of adipocytes a distinctive feature of natural involution (PI2) (Fig. 1A). 

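EGFR (chromosome 9, 139302410 to 139474632) had 2465 UMIs in 1665 of the 4721 spots of G90 and 1194 UMIs in 753 of the 2248 spots of PI2. Of its spots at G90, 40.6% (676 of 1665, exact 95% interval 38.2 to 43.0%) lay in the top 25% of spots by the epithelial score, with 71.6 CPM there and 49.7 CPM elsewhere. With spots thinned to 1000 UMIs and the score rebuilt from them, the share at G90 was 27.4% (22.2 to 33.1%), not apart from 25.0% at this depth. In the nuclei of G90, EGFR was also found in myoepithelial nuclei, in 48.0% of them at a median depth of 2340 UMIs, and in 12.0% of endothelial nuclei at 1607 UMIs. Free RNA was not taken out of these shares, and no class that should lack the gene was set beside them.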

The spatial distribution of adipocytes annotated by SPOTlight showed a consistent spatial colocalization of adipocytes in HE-stained section. *ADIPOQ* is a marker of adipocytes that encodes a protein hormone, adiponectin, involved in the regulation and inhibition of lipogenesis and the stimulation of fatty acid oxidation. 

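Adipocyte markers other than ADIPOQ itself gave the adipocyte score of a spot. At PI2, ADIPOQ had 240 UMIs in 133 of 2248 spots, and at G90 1197 UMIs in 702 of 4721 spots. Of the spots with a UMI at PI2, 54.1% (72 of 133, exact 95% interval 45.3 to 62.8%) lay in the top 25% of spots by the score. In CPM, ADIPOQ had 27.7 in the top 25% of spots and 6.28 elsewhere. With spots thinned to 1000 UMIs, the share was 46.8%, within the interval.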

Its spatial expression pattern also supports the annotation of snRNA-seq data (Fig. 6B and Fig. S3).

**Fig. 6:**
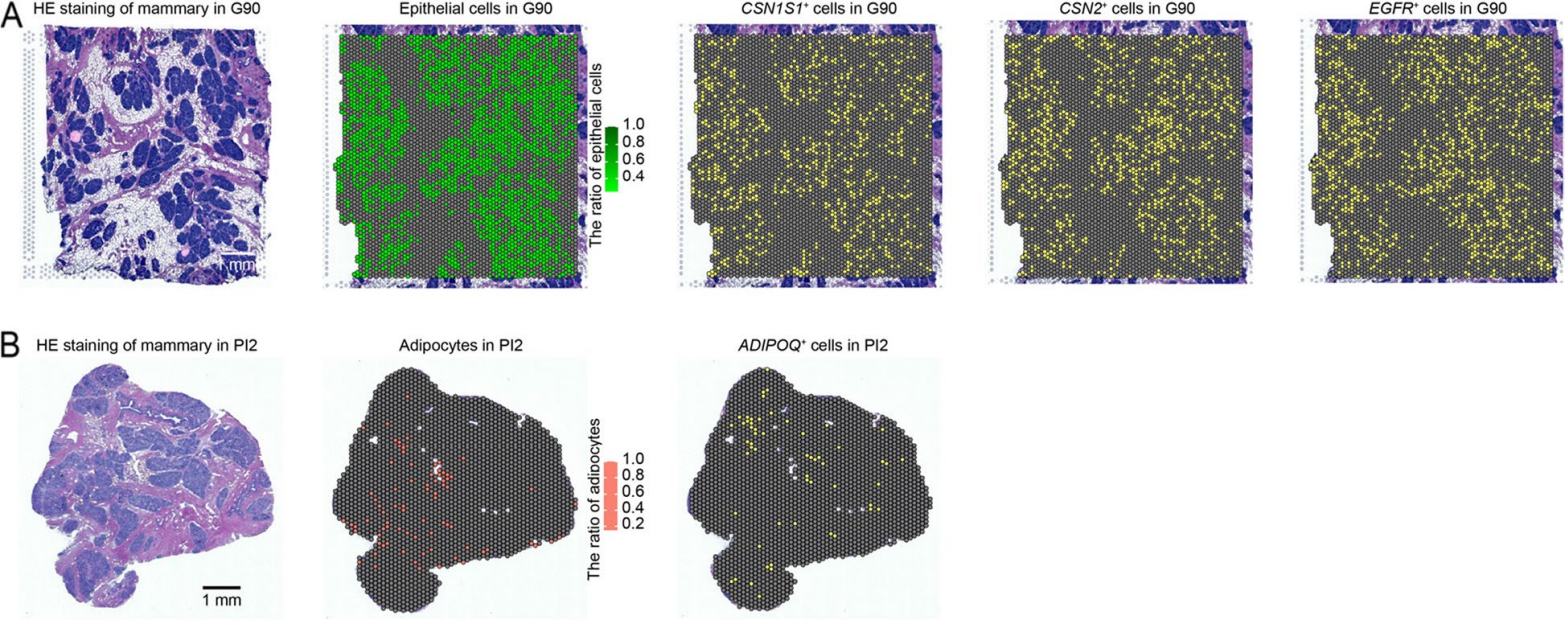
Spatial transcriptome profiles of the mammary gland at G90 and PI2. The epithelial cells and adipocytes were annotated according to gene-makers. Spatial plots showing the expressions of *CSN1S1*, *CSN2*, *EGFR* and *ADIPOQ* genes

### Single-cell sequencing of milk cells from colostrum and mature milk

The lactation stage affects the cellular component of milk [34]. To explore this effect, we collected fresh colostrum (L0) and mature milk (L20) for scRNA-seq. 

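Cells of colostrum (L0) and mature milk (L20) were sequenced from 1 sample each, so there are no replicates and nothing was tested between them. The authors deposited UMIs per gene and cell without normalization. The library labelled L0 held 22257 barcodes with 84971814 UMIs, and the library labelled L20 18733 barcodes with 46923887 UMIs. At least 300 genes and at most 25% mitochondrial UMIs left 17571 cells in the library labelled L0 (median 1330 UMIs and 491 genes) and 14514 in the library labelled L20 (median 1285 UMIs and 442 genes). The libraries are named by their labels below, since the numbers of cells that the paper gives for L0 and L20 lie close to those of the other label. The cells were clustered as the nuclei of the gland were, with the 2 libraries joined by Harmony.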

A total of 31,943 high-quality cells were captured from colostrum and mature milk, including endothelial cells, epithelial cells, macrophages, monocytes and T cells (Fig. 7A). 

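The 32085 cells kept formed 13 clusters, and each was named by marker genes. With exact 95% intervals, neutrophils were 61.1% (60.3 to 61.8%) of the library labelled L0 and 57.0% (56.2 to 57.8%) of that labelled L20. Epithelial cells were 17.1% (16.6 to 17.7%) and 9.99% (9.51 to 10.5%). T cells were 2.1% (369 cells, 1.89 to 2.32%) and 8.83% (1281 cells, 8.37 to 9.30%). Cluster 9 stayed unnamed, with 4.14% (3.85 to 4.44%) and 1.16% (0.990 to 1.35%). Of the neutrophil clusters, cluster 5 (2397 cells) was led by markers such as MMP8 and S100A8, and the paper lists MMP8 under monocytes and S100A8 under macrophages. Clusters 1 and 2 (11989 and 4612 cells) had no neutrophil marker among their 10 leading genes, and the mean log2 fold of the markers in cluster 2 was −0.02, so their name is weak. No cluster was named endothelial. CSN2 UMIs were present in most cells of every cluster and were not used for names. At least 500 genes and at most 10% mitochondrial UMIs, the alternative that moved the shares most, gave 33.0% and 18.0% epithelial cells and 47.5% and 41.1% neutrophils in the libraries labelled L0 and L20.

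**Figure D6:**
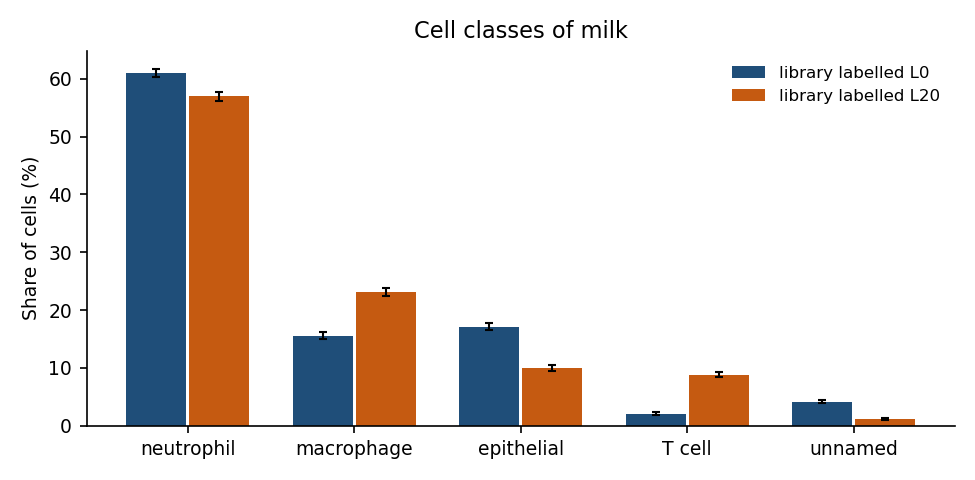
Share of each cell class in the milk libraries labelled L0 and L20, in percent of kept cells, with exact 95% intervals that cover counting error only. T cells and macrophages have a higher share in the library labelled L20, and epithelial cells and neutrophils in that labelled L0.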

The cell-type classification showed a higher number of macrophages in colostrum (12.06%) versus mature milk (9.70%) (Fig. 7C and D).

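Macrophages were 15.6% (2738 of 17571 cells, exact 95% interval 15.1 to 16.1%) of the library labelled L0 and 23.0% (3344 of 14514, 22.4 to 23.7%) of the library labelled L20. The difference lies beyond counting error, and with 1 sample of each the spread between sows is unknown. Of the macrophage clusters 4, 6, 8 and 11, clusters 6 and 8 had no marker among their 10 leading genes, and their neutrophil markers were raised too (5 of 6). The mean log2 fold of the macrophage markers was −0.23 in cluster 6 and −0.32 in cluster 8 (1942 and 1252 cells), so these names are weak. Cluster 11 (309 cells) also had markers of B cells raised, and at a resolution of 0.6 a cluster of 309 cells was named B cell or plasma cell. In cluster 4, GPNMB reached 3025 CPM with a UMI in 40.4% of cells at a median depth of 2764 UMIs, against 2.91% of the T cell cluster at 1556 UMIs. With at least 500 genes and at most 10% mitochondrial UMIs the macrophage shares were 10.6% and 20.4% in the libraries labelled L0 and L20.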

**Fig. 7:**
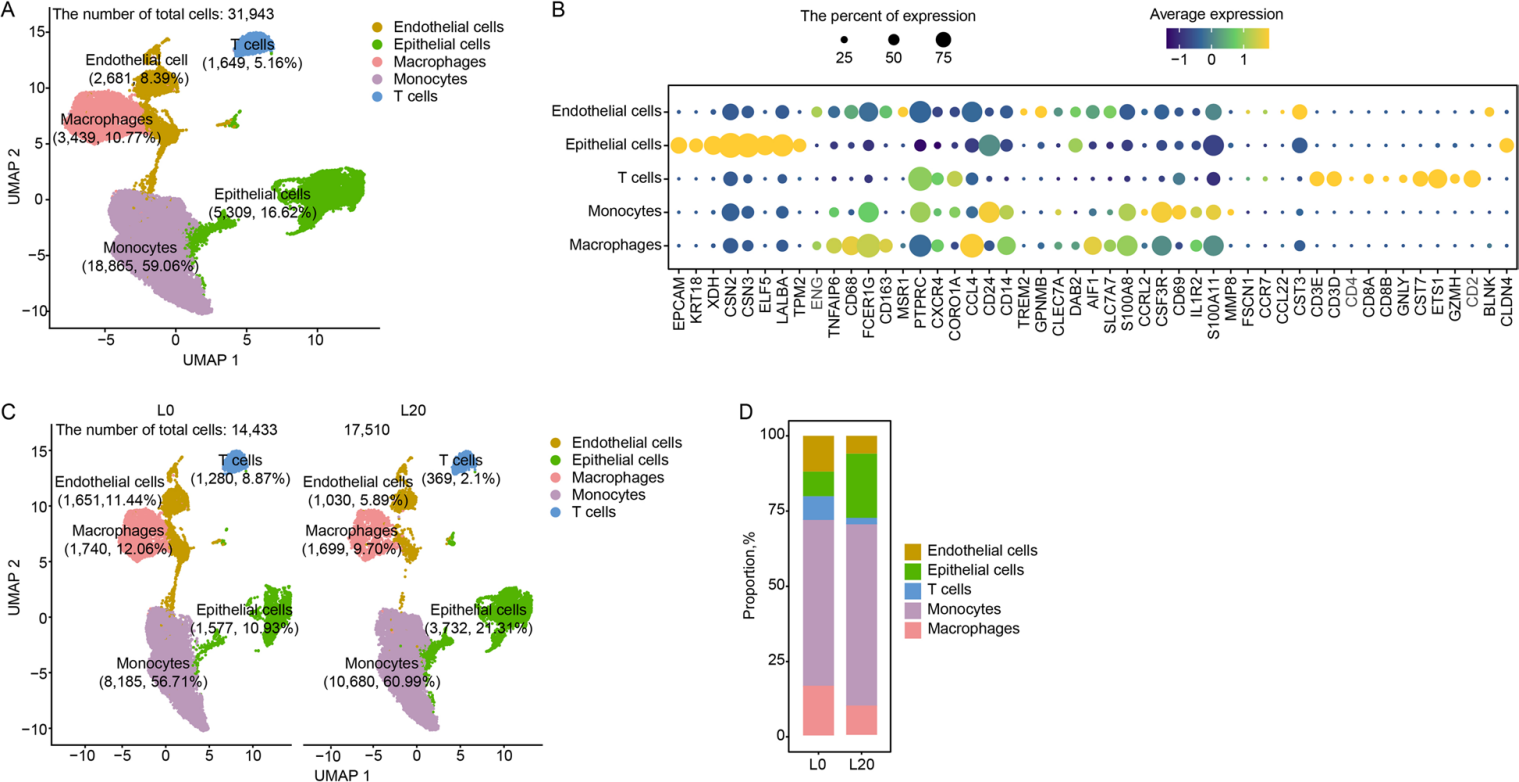
The immune cellular composition of colostrum and mature milk. **A** UMAP plot of five clusters from all sequenced milk cells. **B** Maker genes of the five cell types. **C** UMAP plot of endothelial cells, epithelial cells, macrophages, monocytes and T cells in two samples. **D** The proportion of bar plot of five clusters originating from two samples

## Discussion

The mammary gland provides essential nutrients to the suckling infant [35, 36]. In most mammals, mammary gland morphogenesis begins at embryonic period. After birth, it undergoes three successive stages: puberty, pregnancy and lactation, and natural involution [31, 37, 38]. To date, the adipocyte’s transcriptome profile in swine mammary glands has not been reported. Therefore, the mechanisms by which adipocytes regulate porcine mammary developments and participate in remodeling remains to be elucidated. Here, we measured the gene expression of swine mammary glands across five development stages using snRNA-seq, capturing porcine mammary adipocytes. In this dataset, another six cell types were also annotated; epithelial, fibroblasts, endothelial, myoepithelial, immune and precursor cells. In addition, histological observations revealed a dynamic change in the area and size of the adipocytes through mammary gland development, and indicated that acini appeared in late gestation (G90), which implies cells in mammary gland are preparing for lactation at this developmental stage [39, 40].

In late pregnancy (G90), the majority of adipocytes are highly differentiated, with minimal communications with other cells. Such minimal communications means that adipocytes are less regulated by growth factors than the other six cell groups in G90. We believe this is the reason for the lower adipocyte proportion in the subsequent L0 period. Functional analysis of gene clusters that control cell fate unveiled the activation of GO terms negatively regulated to cell morphogenesis and cell proliferation. This may be the driving force for decreased fat cell volume and number during lactation. 

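IGF1R (ENSSSCG00000030560, chromosome 1, 137383623 to 137691038) had 384 CPM ± 150.4 in adipocyte nuclei of G90, 775 ± 579 at L0 and 142 ± 45.9 at L20 (SD, n = 2). Against G90, the log2 fold change over L0 and L20 was −0.34 (standard error 0.63, edgeR adjusted p = 0.949, adjusted over the list alone 0.598). It turned to 0.09 without G90 replicate 1 and was −0.81 without L0 replicate 2. EXT1 (ENSSSCG00000006009, chromosome 4, 20645002 to 20935769), which the paper plots beside it (Fig. 4E), had 1088 CPM ± 259 at G90, 348 ± 111 at L0 and 441 ± 384 at L20 (SD, n = 2). Its log2 fold change was −1.72 (standard error 0.73, edgeR adjusted p = 0.437, adjusted over the list alone 0.135). EXT1 was the 1 gene of the list with an unadjusted p under 0.05, and it stayed lower with any 1 gland left out (−2.23 to −1.38). Estimated free RNA made up 86.0 and 50.1% of adipocyte UMIs at G90, which limits both comparisons.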

In the activated terms and pathways, we found a key gene, *IGF1R*, which regulates cell size through c-Myc family members and plays an important role in the process of cell dedifferentiation, consistent with previous studies [41–43].

Another characteristic event of G90 is that the lactation function of epithelial cells is improved, as specifically shown by the activation of genes related to cell division and differentiation. Most epithelial cells undergo three stages to achieve lactation functions, namely, cellular differentiation, hormone sensing, and metabolic activation. Functional gene analysis revealed that hormone-sensing epithelial cells promote mammary gland development by activated hormone receptor genes, such as *ERBB4*, *TGFA* and *ESR1*. *ERBB4* is required for the differentiation of mouse mammary epithelial cells during pregnancy and promotes differentiation of murine and human mammary epithelial cells in cell culture [44]. However, other animal models demonstrated that *TGFA* promotes epithelium growth in mammary glands by binding to the EGF receptor, activating its kinase cell signaling. Meanwhile, luminal cells perform essential functions in milk synthesis and secretion (Fig. 3G and H). *ACACA*, *FASN* and *ACLY* are key genes to improving the lactation function of luminal epithelial cells. *ACACA* and *FASN* are two critical genes required for fatty acid synthesis in milk, mainly acting in the elongation of the fatty acid chain [45, 46]. *ACLY* converts cytoplasmic citrate to acetyl-CoA and oxaloacetate and catalyzes the first step of the de novo lipogenesis pathway [47]. Epithelial cell maturity is marked by higher expression levels of genes associated with casein synthesis [48, 49], such as *CSN1S1* and *CSN2*, whose expression are detected at single cell and spatial levels.

At the onset of lactation (L0), the proliferation of mammary cells, except adipocytes and precursor cells, is strongly affected by the cytokine-type L-R pairs, CXCL12-ITGB1. The team of Ryota Kawahara proved that the phenotype of ITGB1-KO mice is embryonic lethal [50]. In L0, the epithelial, myoepithelial and immune cells all promote growth, proliferation, migration of endothelial cells and vascular network formation through PDGFC-KDR pathway (Fig. 5 and Fig. S2) [51]. Fibroblasts regulate endothelial cell differentiation and promote angiogenesis by secreting VEGFC ligand, one of the strongest modulators of angiogenesis [52], via FLT1, FLT4, LYVE1, ITGA9 and ITGB1 receptors [53–57]. These L-R pathways jointly promote angiogenesis and ensure the transportation of nutrients required for lactation [58, 59].

Epithelial cells initiate lactation (L0) through hormone signals. As lactation progresses, epithelial cells actively synthesize milk to meet nutritional requirements for newborns. After fulfilling lactation mission, epithelial cells undergo programed cell death (L20). Cell–cell interaction analysis indicated that epithelial cells promoted the proliferation and differentiation of immune cells by secreting IL34 ligand and binding to CSF1R surface receptor [60, 61]. This suggests that epithelial cells can be actively cleared by immune cells to eliminate dead cells under high intensity lactation. This biological process may be an important mechanism for maintaining homeostasis of the mammary gland. It has been established that immune cells including neutrophils, macrophages and lymphocytes are present in milk [62]. Numerous data on animal studies have shown that maternal immune cells can be transferred to newborns through milk. Langel et al. [63] suggests that these maternal immune cells contribute to the maturation of the innate immune system in the offspring. There are abundant macrophages in colostrum. With the lactation process, the number of macrophages in mature milk decreases [64, 65]. Importantly, these macrophages often elicit significant and non-homeostatic inflammatory responses. In 2020, Zimmermann and Macpherson [66] demonstrated that T-regulatory cells (Treg) can be transmitted to the offspring via milk, and persist for a long time in a mechanism that provides microbial and pathogenic resistance to the offspring. These results suggest that Treg in milk can help newborns build an early immune barrier.

Our data indicates that the adipocytes area accounts for less than 0.5% during lactation (L0 and L20). This results from the dedifferentiation mechanism of adipocytes. To assure survival in the extremely stressful living environment, the adipocyte maintains a poorly differentiated state with high proliferative capacity, which may be driven by hormone inhibition of adipocyte differentiation (the canonical insulin receptor signaling pathway and AMPK signaling pathway). In the two pathways, three key genes (*ZFP36L1*, *FOXO1* and *LPIN1*) inhibit the differentiation of adipocytes. *ZFP36L1* inhibits intracellular fat synthesis [67], while *FOXO1* gene inhibits adipocyte differentiation [68]. Previous studies have shown that *LPIN1* expression is higher in preadipocytes than in mature adipocytes [69, 70]. Similarly, *LPIN1* displays a higher expression in L0 and L20 rather than G90. At mature milk stage (L20), the cell–cell interactions show that the cytokine ligands secreted by endothelial cells (CCL5, CCL21) and myoepithelial cells (CCL2) activate the adipocyte surface receptor ACKR4 (Fig. 5C and Fig. S2). After receiving CCL21 signals from other cells, adipocytes reportedly activate ACKR4 to remove chemokines and evade phagocytosis by inflammatory cells [71–73]. A previous study confirms that the absence of FGFR1 gene leads to a delay in mammary gland development, with a short-term decrease in cell proliferation [74]. This may indicate that the autocrine FGF10-FGFR1 pathway is the required for proliferation potential of adipocytes during L20 (Fig. 5 and Fig. S2). Besides, adipocytes inhibit apoptosis via the ADIPOQ-ADIPOR2 pathway [6, 75]. Overall, adipocytes are actively mobilizing their growth potential in the period of physiological lactation degradation and preparing for remodeling.

Previous research has confirmed that the mammary gland undergoes the epithelial programmed cell death during lactational involution [76]. Our latest work anatomizes this process in more detail. Epithelial cell populations first stop proliferating (Rap1 signaling pathway), then undergo programmed cell death (NF-kappa B signaling pathway and IL-17 signaling pathway), and the last surviving cells dedifferentiate into mesenchymal stem cells (*BMPR1A*, *TGFBR3* and *WWTR1*). In detail, the Rap1 signaling pathway plays an important role in cell proliferation [77], while the NF-kappa B signaling pathway and IL-17 signaling pathway drive apoptosis in epithelial cells [78, 79]. Non-apoptotic epithelial cells are dedifferentiated to mesenchymal cells as “seeds” for subsequent lactation cycles. The transforming growth factor beta receptor 3 (*TGFBR3*) and WW domain containing transcription regulator 1 (*WWTR1*) induce the transformation of epithelial cells into mesenchymal cells [80, 81]. Additionally, the bone morphogenetic protein receptor type 1A (*BMPR1A*) plays an important role in maintaining the undifferentiated state of mammary epithelial cells [82]. Volume reduction is a critical feature in mammary gland involution after weaning. To maintain gland homeostasis, immune cells are required to clear the programmed dead cells [81]. Surprisingly, these cells seem to be actively cleared by immune cells. This conclusion is based on the results of the gene transcription dynamics and cell–cell interaction analysis. At this stage, mammary cells signal the demand for proliferation and differentiation to immune cells via IL34-CSF1R pairs [31, 82]. Similarly, epithelial cells stimulate myoepithelial cell growth through the growth factor type ligand-receptor (TGFA-EGFR) pathway during early natural involution (Fig. 5 and Fig. S2) [79]. We speculate that this dynamic transcription profile is related to epithelial cells role in ejection of milk in the acini through the myoepithelial cell contraction to reduce the inflammatory reaction in the mammary gland. In 7 d post natural involution (PI7), TGFA ligand activates the receptor ERBB4 on the surface of adjacent epithelial cells to maintain proliferation, so that the epithelial cells persist in an extremely narrow living space [32]. This molecular mechanism maintains the lactation potential of the mammary gland and guarantees the next lactation cycle.

Adipocytes area increase by 22.85 percentage points at PI7 versus L20. The regulation of lipid storage and lipid biosynthetic process leads to extracellular lipid transport into the cytoplasm and fusion with other lipid droplets to increase the size of fat adipocytes, which is one of the important ways to hypertrophy [83]. This is consistent with a report from Zwick et al. [84] that the regulatory mechanism of adipocyte hypertrophy and reoccupation during mammary gland remodeling in mice. In remodeling of mammary glands, the regulation of lipid storage term (*CD36*), the response to fatty acid term (*LPL*), and the triglyceride metabolic process term (*ABCA1*) are activated. The *ABCA1* can regulate adipocyte lipid metabolism by adjusting the lipid content of adipose tissue, glucose tolerance, and insulin sensitivity [85, 86]. *CD36* is a scavenger receptor that plays a role in adipose energy storage [87]. The *LPL* gene mainly participates in the uptake of lipids by adipocytes, and is a critical regulatory factor for lipid accumulation in adipocytes, as well as a marker for adipocyte differentiation [88, 89]. In summary, the lineage trajectory analysis revealed that adipocytes underwent dedifferentiation, proliferation and redifferentiation from late pregnancy to natural involution (PI7) [6, 9]. Adipocytes frequently received cytokine signals from other cell types (Fig. 5D and Fig. S2). This phenotype was closely related to the active genes involved in proliferation and differentiation. In PI2, the surface cytokine receptor, ACKR4, participated in adipocyte chemokine’s clearance [77, 78, 90]. Notably, different from mature milk stage, the autocrine pathways maintain adipocyte proliferation through FGF1-EGFR and IGFBP4-LRP6 pairs at PI2, rather than FGF10-FGFR1 pairs (Fig. 5 and Fig. S2) [79, 80]. The above molecular mechanisms maintain the lactation potential of the mammary gland and guarantee the next lactation cycle.

## Conclusion

Taken together, this dataset is the largest cell transcriptomic profile of porcine mammary gland across development to date. Herein, we reveal the internal factors of proliferation, differentiation and apoptosis of epithelial cells and adipocytes across five development stages. A vital finding was that epithelial cells are converted into mesenchymal stem cells during the remodeling process. Of note, our data annotated adipocytes in the porcine mammary glands, and clarified the molecular mechanism of dedifferentiation, proliferation and redifferentiation in adipocytes, from late pregnancy to natural involution. Overall, our data provide novel and fundamental insights into the mammary gland development.

### Supplementary Information

**Additional file 1: Table S1. **The phenotype data of adipocytes in the mammary gland (mean ± SD). **Table S2.** The information of sequencing statistics and cell statistics. **Table S3.** Maker genes used for cell type annotation. **Table S4.** Fraction of each cell type in each developmental stage. **Table S5.** Statistics of the number of differentially expressed genes identified in two adjacent periods in each cell type. **Fig. S1.** The diagrams showed the nFeatures, nCounts, mitochondrial percent and ribosomal percent of each sample before or after quality control. **Fig. S2.** The typical L-R interactions predicted by iTALK between any two cell types. **Fig. S3.** Deconvolution of ST data based on snRNA-seq data. **Fig. S4.** GO annotation and KEGG pathway analysis of upregulated DEGs identified in adjacent developmental stages. **Fig. S5.** The common significant GO terms and KEGG pathways identified in adjacent developmental stages. **Fig. S6.** Venn graph of the numbers of shared and unique significant GO term sets or KEGG pathway sets in different cell types (adipocytes, epithelial, fibroblasts, endothelial, myoepithelial, immune and precursor cells; indicated with different color) in the mammary gland of five devel-opmental stages (L0 vs. G90, L20 vs. L0, PI2 vs. L20, and PI7 vs. PI2 groups).

## Abbreviations

DEGs: Differentially expressed genes
GEO: Gene Expression Omnibus
GO: Gene Ontology
H&E: Hematoxylin and Eosin
KEGG: Kyoto Encyclopedia of Genes and Genomes
L: Ligand
L-R: Ligand-receptor
PCA: Principal component analysis
R: Receptor
scRNA-seq: Single-cell RNA sequencing
snRNA-seq: Single-nucleus RNA-seq
ST: Spatial transcriptomics
UMAP: Uniform manifold approximation and projection

# Supplementary material for: A cell transcriptomic profile provides insights into adipocytes of porcine mammary gland across development
**Source:** J Anim Sci Biotechnol. 2023 Oct 8;14:126. doi: 10.1186/s40104-023-00926-0
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The phenotype data of adipocytes in the mammary gland (mean ± SD). Table S2. The information of sequencing statistics and cell statistics. Table S3. Maker genes used for cell type annotation. Table S4. Fraction of each cell type in each developmental stage. Table S5. Statistics of the number of differentially expressed genes identified in two adjacent periods in each cell type. Fig. S1. The diagrams showed the nFeatures, nCounts, mitochondrial percent and ribosomal percent of each sample before or after quality control. Fig. S2. The typical L-R interactions predicted by iTALK between any two cell types. Fig. S3. Deconvolution of ST data based on snRNA-seq data. Fig. S4. GO annotation and KEGG pathway analysis of upregulated DEGs identified in adjacent developmental stages. Fig. S5. The common significant GO terms and KEGG pathways identified in adjacent developmental stages. Fig. S6. Venn graph of the numbers of shared and unique significant GO term sets or KEGG pathway sets in different cell types (adipocytes, epithelial, fibroblasts, endothelial, myoepithelial, immune and precursor cells; indicated with different color) in the mammary gland of five devel-opmental stages (L0 vs. G90, L20 vs. L0, PI2 vs. L20, and PI7 vs. PI2 groups).

**Table S1** The phenotype data of adipocytes in the mammary gland (mean ± SD)

|  | **G90** | **L0** | **L20** | **PI2** | **PI7** | ***P-*value** |
| --- | --- | --- | --- | --- | --- | --- |
| The area of single adipocyte, μm^2^ | 2,514.92 ± 132.17^a^ | 398.49 ± 36.97^c^ | 554.94 ± 40.29^c^ | 1,326.67 ± 89.65^b^ | 2,461.14 ± 118.37^a^ | ＜0.05 |
| The CV of the area of single adipocyte, % | 5.26 | 9.28 | 7.26 | 6.76 | 4.81 |  |
| The diameter of single adipocyte, μm | 54.06 ± 6.33^a^ | 25.16 ± 2.83^c^ | 28.23 ± 3.58^c^ | 39.53 ± 5.33^b^ | 53.99 ± 6.14^a^ | ＜0.05 |
| The CV of the diameter of single adipocyte, % | 11.71 | 11.25 | 12.70 | 13.50 | 11.37 |  |
| The area of adipocytes , % | 27.60 | 0.38 | 0.32 | 16.26 | 23.17 | - |

^a–c^*P* < 0.05 in the row

**Table S2** The information of sequencing statistics and cell statistics

| **Sample** | **Estimated Number of Cells** | **Sequencing Depth** | **Median UMI per Cell** | **Saturation , %** | **Median Genes per Cell** |
| --- | --- | --- | --- | --- | --- |
| G90_LY1 | 11,484 | 61,186 | 3,673 | 64.70 | 1,923 |
| G90_LY2 | 18,697 | 32,805 | 2,986 | 55.79 | 1,624 |
| L0_LY1 | 11,509 | 65,658 | 2,349 | 77.91 | 1,244 |
| L0_LY2 | 9,447 | 73,638 | 2,489 | 77.10 | 1,310 |
| L20_LY1 | 13,007 | 79,460 | 1,787 | 59.20 | 1,074 |
| L20_LY2 | 15,338 | 59,450 | 3,109 | 69.13 | 1,599 |
| PI2_LY1 | 12,463 | 53,431 | 1,922 | 75.83 | 1,159 |
| PI2_LY2 | 9,512 | 60,199 | 1,728 | 71.36 | 971 |
| PI7_LY1 | 16,695 | 61,594 | 2,326 | 72.69 | 1,355 |
| PI7_LY2 | 10,081 | 62,494 | 3,046 | 58.23 | 1,688 |

**Table S3** Maker genes used for cell type annotation

| **Cell type** | **Marker genes** |
| --- | --- |
| Epithelial cells | *CSN2,* *PGR*, *ESR1*, *PRLR*, *LALBA* [1]; *CSN3* [2]; *EPCAM* [3]; *KRT18* [4]; *ELF5* [5]; *TPM2* [6]; *CLDN4* [7] |
| Adipocyte | *ADIPOQ* [8]; *PPARG* [9]; *CD36* [10] |
| Endothelial cells | *MMRN1* [11]; *FLT4* [12]; *PARD6G*, *JAM2* [13]; *ENG*, *PLVAP* [14]; *GPNM8*, *DAB2* [15]; *CDSD* [16] |
| Myoepithelial cells | *MYH11*, *ACAT2*, *MYLK*, *COL3A1*, *COL1A2*, *COL1A1* [2]; *DCN*, *POSTN* [17]; *COL6A3* [18] |
| Immune cells | *CD136*, *PTPRC* [2]; *ZEB2* [19]; *BANK1* [20]; *CST3* [21]; *COX2* [22]; *CD3E* [23]; *KLRK1* [24]; *ATP6* [25] |
| Precursor cells | *IL1R1* [26]; *DLG2*, *LARGE1*, *NAV2* [27]; *ZNF710* [28]; *SERINC5* [29]; *RABEP1* [30]; *MSI2* [31]; *WWOX* [32]; *LIFR* [33]; *KIF15*, *TPX2*, *SMC4* [34]; *TOP2A* [35] |
| Macrophages | *TNFAIP6* [36]; *CD63* [37]; *FCER1G* [38]; *CD163* [39]; *MSR1* [40]; *CXCR4* [41]; *CCL4* [42]; *CD24* [43]; *CD14* [44]; *TREM2* [45]; *AIF1* [18]; *SLC7A7*, *S100A8* [46] |
| Monocytes | *CLEC7A* [31]; *CORO1A* [25]; *CCRL2* [47]; *CSF3R* [48]; *CD69* [49]; *IL1R2* [50]; *S100A11* [51]; *MMP8* [52] |
| T cells | *CD4*, *CD8A* [53]; *CD8B* [54]; *GNLY* [55]; *CST7* [56]; *ETS1* [57]; *GZMH* [58]; *CD2* [59] |

**Table S4** Fraction of each cell type in each developmental stage

| **Cell type** | **G90** | **L0** | **L20** | **PI2** | **PI7** |
| --- | --- | --- | --- | --- | --- |
| Immune cells | 20.44% | 9.67% | 15.63% | 8.44% | 31.25% |
| Fibroblasts cells | 6.77% | 1.90% | 4.68% | 12.50% | 10.37% |
| Myoepithelial cells | 6.38% | 1.49% | 2.02% | 7.99% | 8.94% |
| Precursor cells | 18.55% | 11.44% | 10.16% | 4.49% | 12.55% |
| Epithelial cells | 37.97% | 72.43% | 63.07% | 49.37% | 19.37% |
| Endothelial cells | 9.54% | 2.98% | 4.35% | 17.01% | 17.32% |
| Adipocytes | 0.34% | 0.10% | 0.09% | 0.21% | 0.20% |

**Table S5** Statistics of the number of differentially expressed genes identified in two adjacent periods in each cell type

|  | **L0 vs. G90** | | | **L20 vs. L0** | | | **PI2 vs. L20** | | | **PI7 vs. PI2** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Up** | **Down** | **Total** | **Up** | **Down** | **Total** | **Up** | **Down** | **Total** | **Up** | **Down** | **Total** |
| Epithelial cells | 1,082 | 1,739 | 2,821 | 1,352 | 1,261 | 2,613 | 750 | 646 | 1,396 | 908 | 758 | 1,666 |
| Precursor cells | 616 | 1,205 | 1,821 | 595 | 740 | 1,335 | 887 | 601 | 1,488 | 718 | 742 | 1,460 |
| Immune cells | 850 | 1,340 | 2,190 | 1,478 | 1,164 | 2,642 | 795 | 989 | 1,784 | 1,038 | 644 | 1,682 |
| Fibroblasts cells | 329 | 1,379 | 1,708 | 1,186 | 390 | 1,576 | 901 | 1,035 | 1,936 | 732 | 677 | 1,409 |
| Endothelial cells | 414 | 783 | 1,197 | 842 | 603 | 1,445 | 1,034 | 810 | 1,844 | 810 | 765 | 1,575 |
| Myoepithelial cells | 243 | 1,328 | 1,571 | 870 | 424 | 1,294 | 821 | 754 | 1,575 | 780 | 366 | 1,146 |
| Adipocytes | 228 | 129 | 357 | 1,627 | 271 | 1,898 | 1,887 | 1,010 | 2,897 | 139 | 1,193 | 1,332 |
| Range |  |  | 2,464 |  |  | 1,348 |  |  | 1,501 |  |  | 536 |

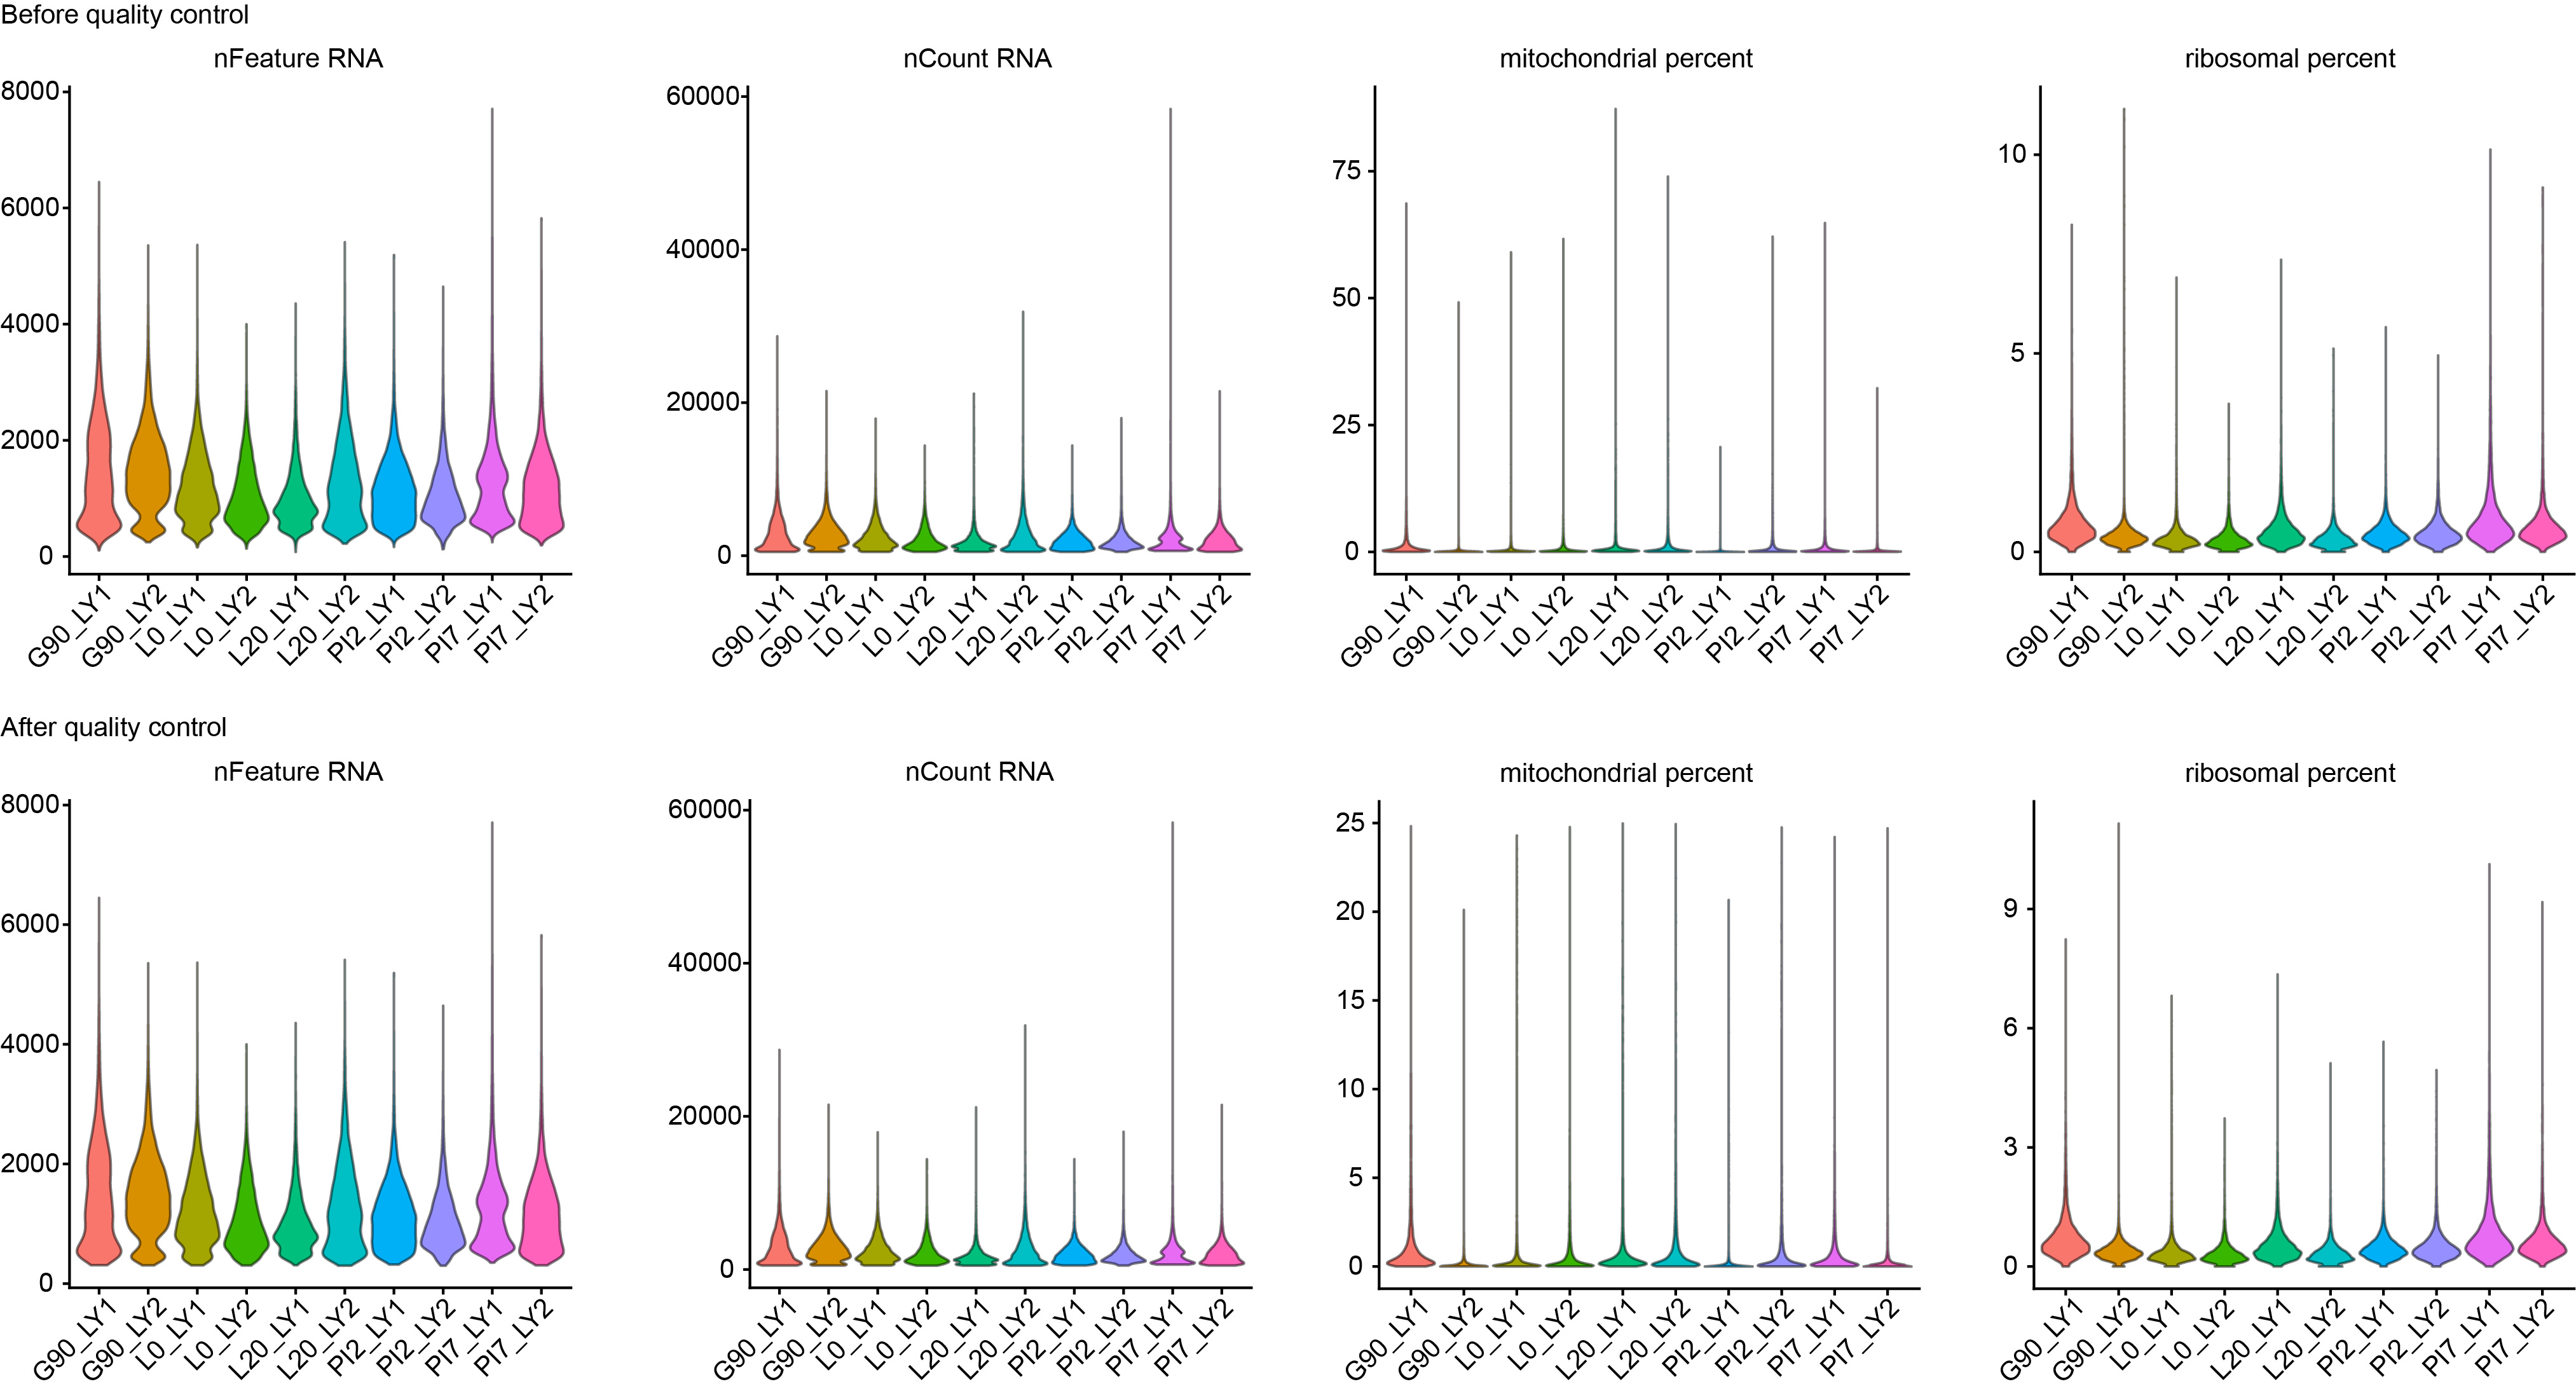

**Fig. S1** The diagrams showed the nFeatures, nCounts, mitochondrial percent and ribosomal percent of each sample before or after quality control

**Fig. S2** The typical L-R interactions predicted by iTALK between any two cell types

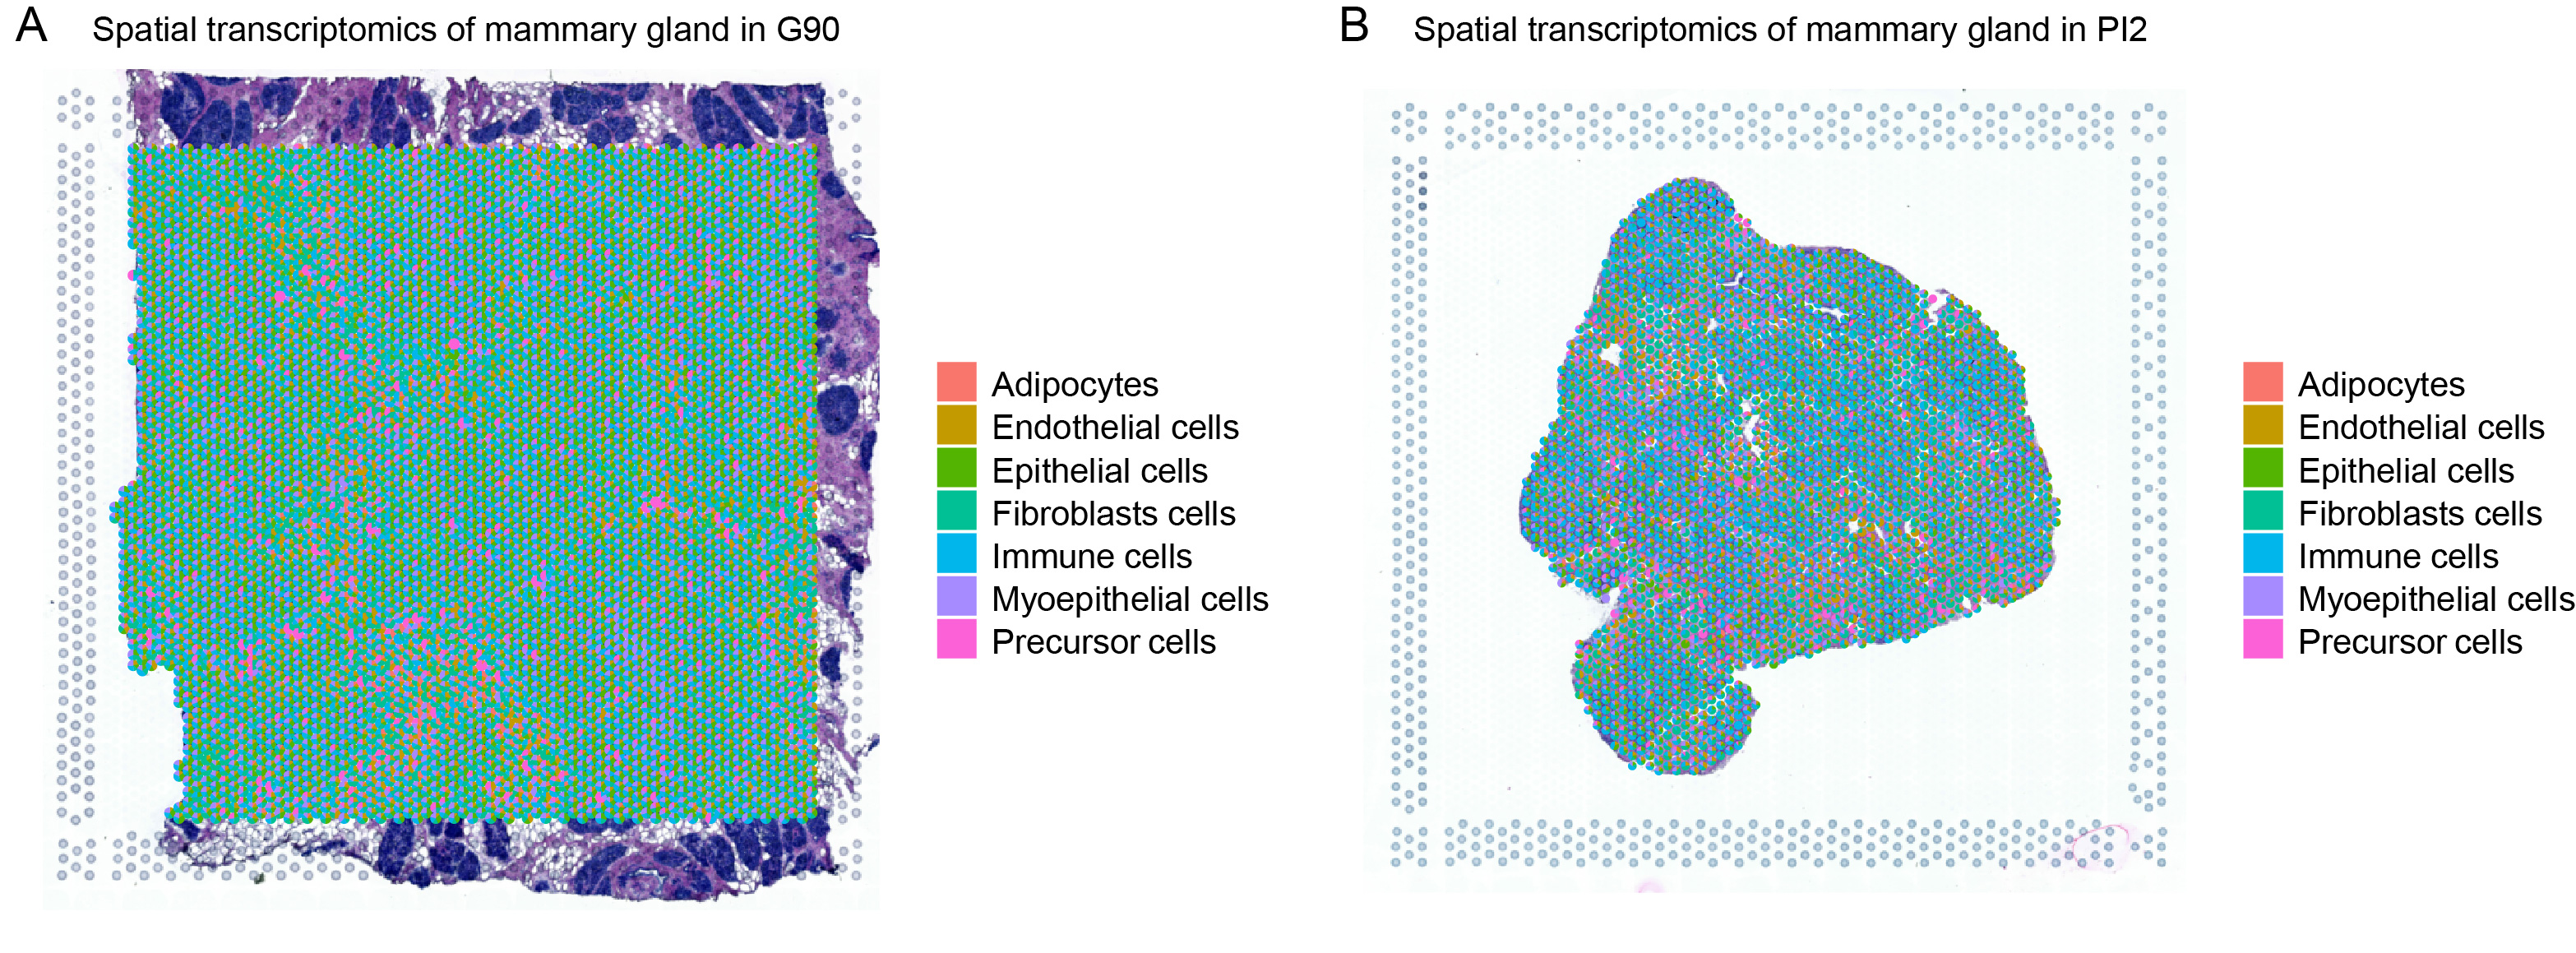

**Fig. S3** Deconvolution of ST data based on snRNA-seq data. Each pie chart represented the contribution of the cell types from the single-nuclei reference data set to the transcriptomic signature of each spot in the mammary gland. Only cell types contributing to at least 10% of the spot signature were displayed

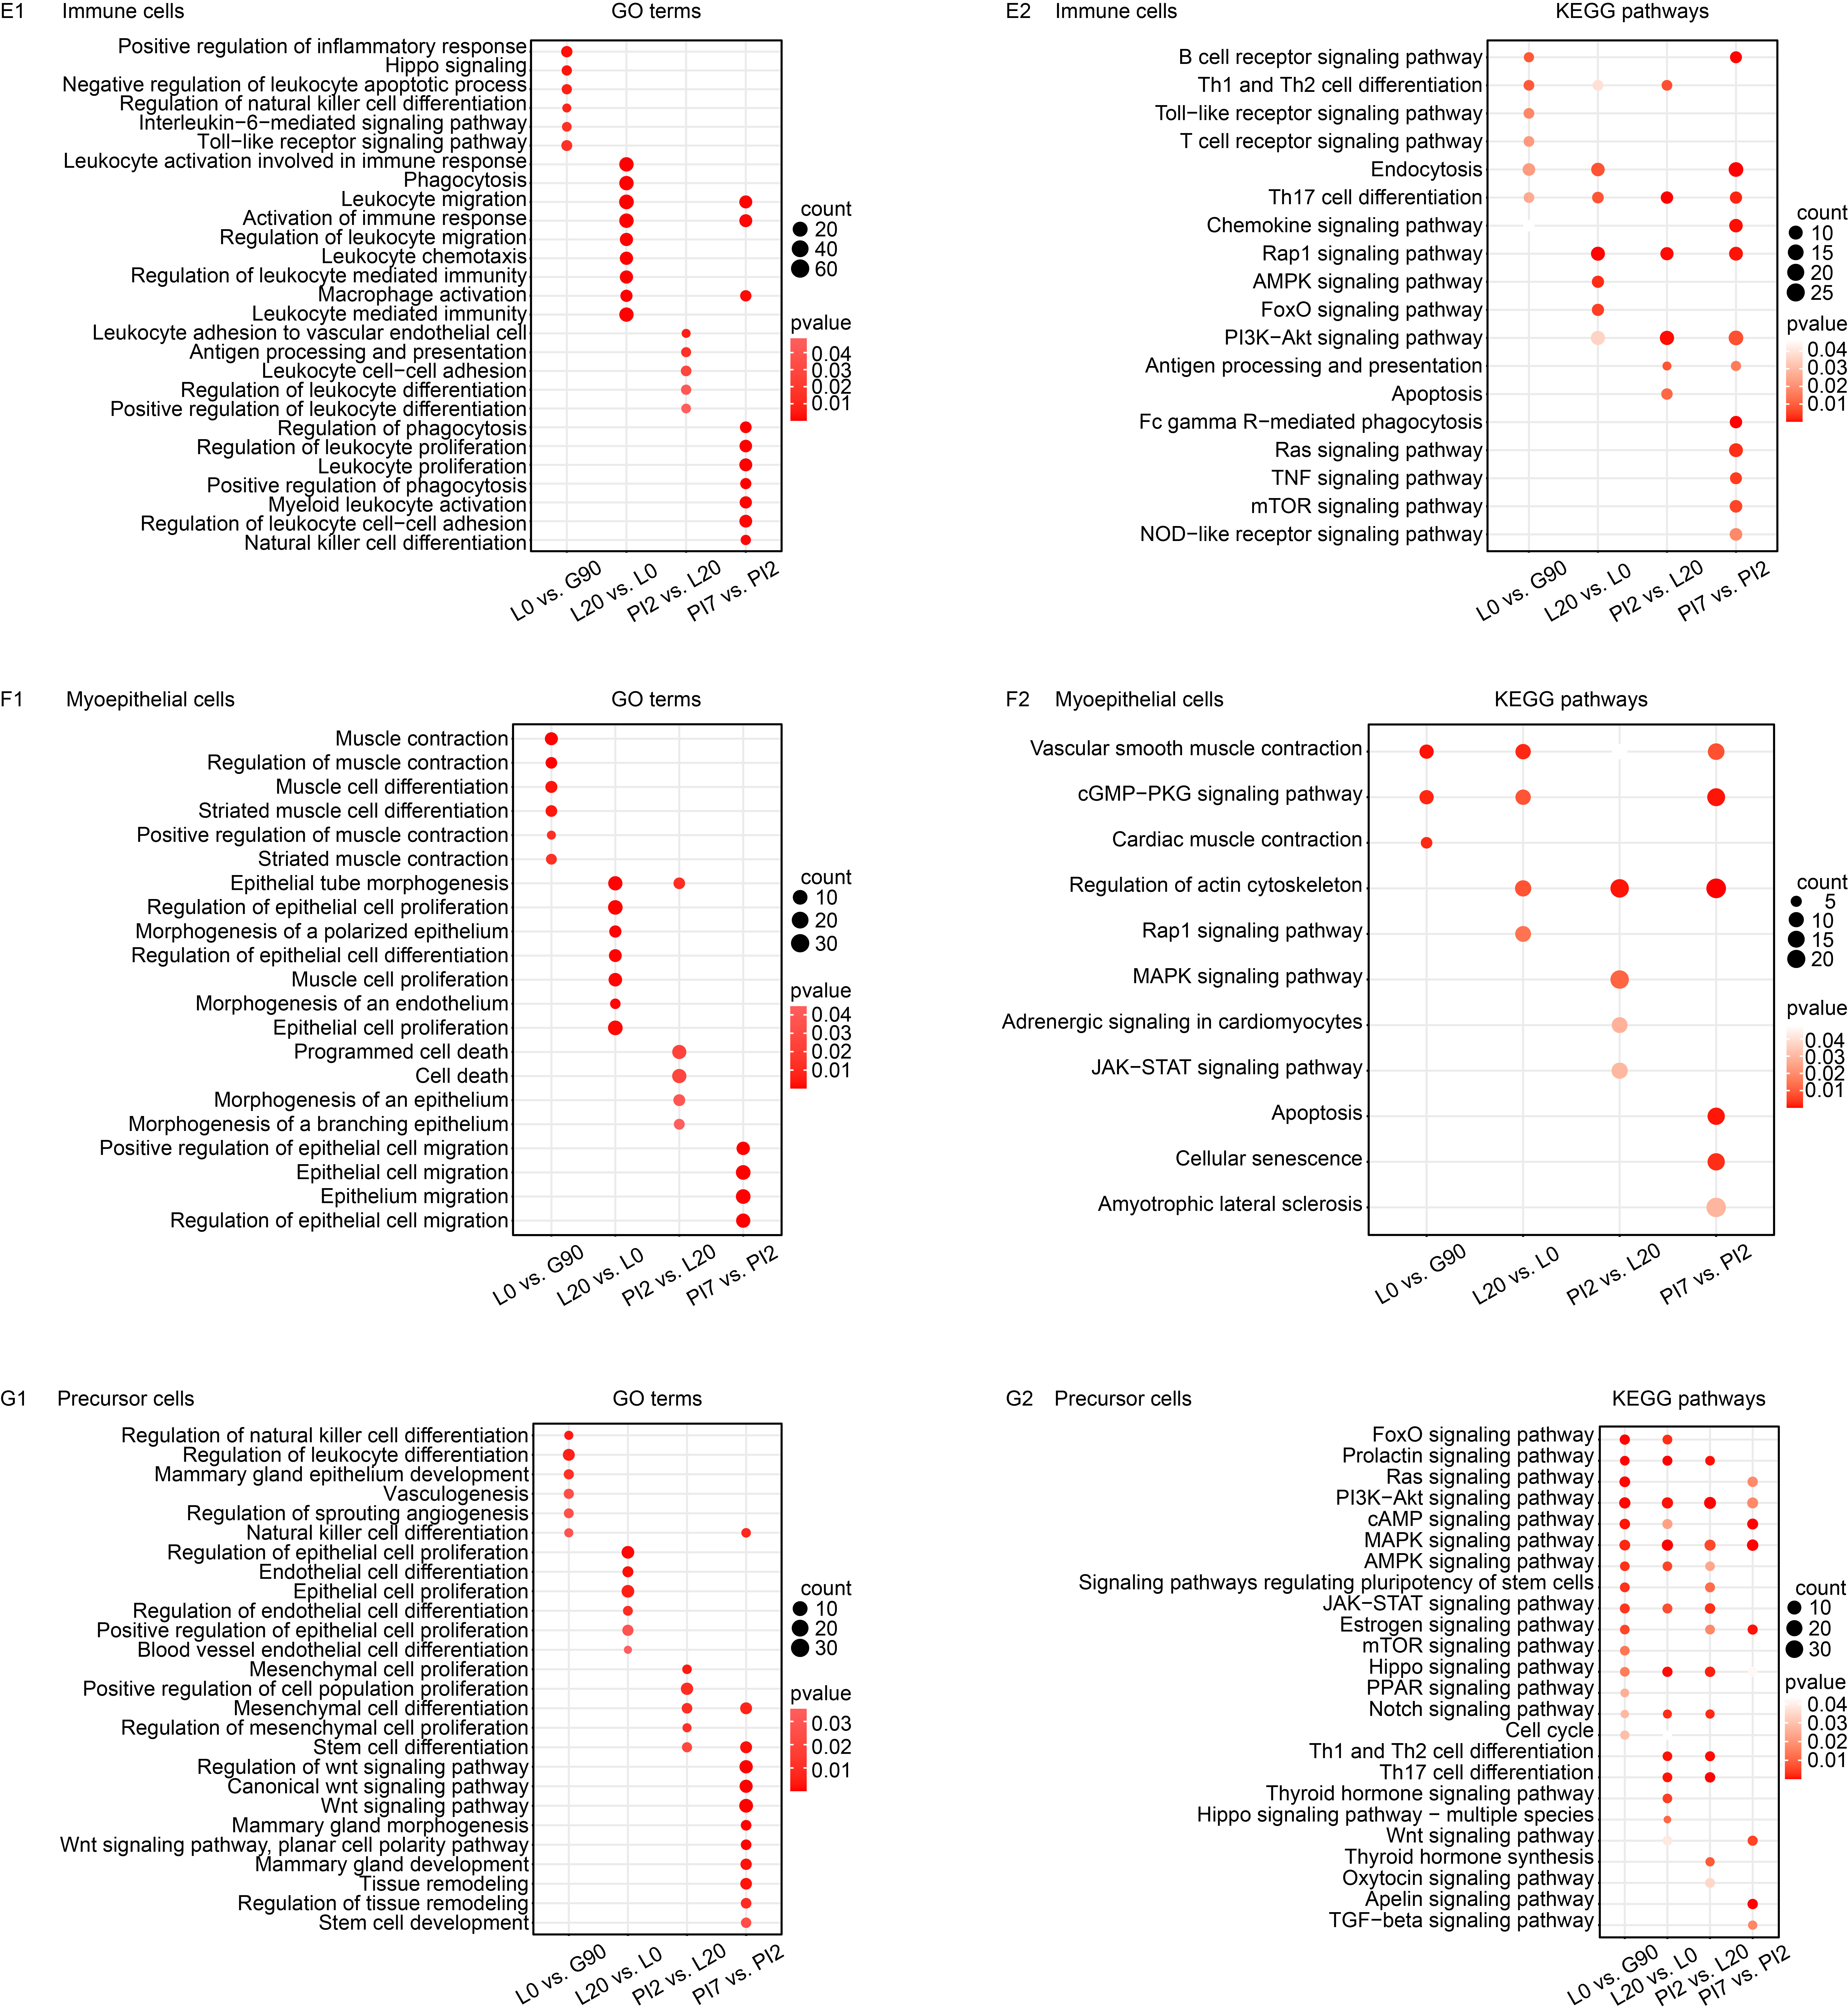

**Fig. S4** GO annotation and KEGG pathway analysis of upregulated DEGs identified in adjacent developmental stages

**Fig. S5** The common significant GO terms and KEGG pathways identified in adjacent developmental stages

**Fig. S6** Venn graph of the numbers of shared and unique significant GO term sets or KEGG pathway sets in different cell types (adipocytes, epithelial, fibroblasts, endothelial, myoepithelial, immune and precursor cells; indicated with different color) in the mammary gland of five devel-opmental stages (L0 vs. G90, L20 vs. L0, PI2 vs. L20, and PI7 vs. PI2 groups). The overlapping part represents the shared GO term or KEGG pathway; non-overlapping part represents the specific GO term or KEGG pathway of the given depth; and the number means the corresponding amount of GO term or KEGG pathway

**References**

1. Bach K, Pensa S, Grzelak M, Hadfield J, Adams DJ, Marioni JC, et al. Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA sequencing. Nat Commun. 2017;8:2128. https://doi.org/10.1038/s41467-017-02001-5.

2. Li CM, Shapiro H, Tsiobikas C, Selfors LM, Chen H, Rosenbluth J, et al. Aging-associated alterations in mammary epithelia and stroma revealed by single-cell RNA sequencing. Cell Rep. 2020;33(13):108566. https://doi.org/10.1016/j.celrep.2020.108566.

3. Lourenco AR, Ban Y, Crowley MJ, Lee SB, Ramchandani D, Du W, et al. Differential contributions of pre- and post-EMT tumor cells in breast cancer metastasis. Cancer Res. 2020;80(2):163–9. https://doi.org/10.1158/0008-5472.Can-19-1427.

4. Valdés-Mora F, Salomon R, Gloss BS, Law AMK, Venhuizen J, Castillo L, et al. Single-cell transcriptomics reveals involution mimicry during the specification of the basal breast cancer subtype. Cell Rep. 2021;35(2):108945. https://doi.org/10.1016/j.celrep.2021.108945.

5. Guo M, Wang H, Potter SS, Whitsett JA, Xu Y. SINCERA: A pipeline for single-cell RNA-Seq profiling analysis. PLoS Comput Biol. 2015;11(11):e1004575. https://doi.org/10.1371/journal.pcbi.1004575.

6. Bannier-Hélaouët M, Post Y, Korving J, Trani Bustos M, Gehart H, Begthel H, et al. Exploring the human lacrimal gland using organoids and single-cell sequencing. Cell Stem Cell. 2021;28(7):1221–32.e1227. https://doi.org/10.1016/j.stem.2021.02.024.

7. Lu TM, Houghton S, Magdeldin T, Durán JGB, Minotti AP, Snead A, et al. Pluripotent stem cell-derived epithelium misidentified as brain microvascular endothelium requires ETS factors to acquire vascular fate. Proc Natl Acad Sci U S A. 2021;118(8). https://doi.org/10.1073/pnas.2016950118.

8. Bäckdahl J, Franzén L, Massier L, Li Q, Jalkanen J, Gao H, et al. Spatial mapping reveals human adipocyte subpopulations with distinct sensitivities to insulin. Cell Metab. 2021;33(9):1869–82.e1866. https://doi.org/10.1016/j.cmet.2021.07.018.

9. Zhong L, Yao L, Tower RJ, Wei Y, Miao Z, Park J, et al. Single cell transcriptomics identifies a unique adipose lineage cell population that regulates bone marrow environment. Elife. 2020;9. https://doi.org/10.7554/eLife.54695.

10. Vijay J, Gauthier MF, Biswell RL, Louiselle DA, Johnston JJ, Cheung WA, et al. Single-cell analysis of human adipose tissue identifies depot and disease specific cell types. Nat Metab. 2020;2(1):97–109. https://doi.org/10.1038/s42255-019-0152-6.

11. Petitprez F, de Reyniès A, Keung EZ, Chen TW, Sun CM, Calderaro J, et al. B cells are associated with survival and immunotherapy response in sarcoma. Nature. 2020;577(7791):556–60. https://doi.org/10.1038/s41586-019-1906-8.

12. van Zyl T, Yan W, McAdams A, Peng YR, Shekhar K, Regev A, et al. Cell atlas of aqueous humor outflow pathways in eyes of humans and four model species provides insight into glaucoma pathogenesis. Proc Natl Acad Sci U S A. 2020;117(19):10339–49. https://doi.org/10.1073/pnas.2001250117.

13. Wu SZ, Roden DL, Wang C, Holliday H, Harvey K, Cazet AS, et al. Stromal cell diversity associated with immune evasion in human triple-negative breast cancer. Embo J. 2020;39(19):e104063. https://doi.org/10.15252/embj.2019104063.

14. Yuan X, Mei B, Zhang L, Zhang C, Zheng M, Liang H, et al. Enhanced penetration of exogenous EPCs into brains of APP/PS1 transgenic mice. Am J Transl Res. 2016;8(3):1460–70. PMID:27186272; PMCID:PMC4859631.

15. Guo FH, Guan YN, Guo JJ, Zhang LJ, Qiu JJ, Ji Y, et al. Single-cell transcriptome analysis reveals embryonic endothelial heterogeneity at spatiotemporal level and multifunctions of microRNA-126 in mice. Arterioscler Thromb Vasc Biol. 2022;42(3):326–42. https://doi.org/10.1161/atvbaha.121.317093.

16. Li B, Nie Z, Zhang D, Wu J, Peng B, Guo X, et al. Roles of circulating endothelial progenitor cells and endothelial cells in gastric carcinoma. Oncol Lett. 2018;15(1):324–30. https://doi.org/10.3892/ol.2017.7272.

17. Meng S, Lv J, Chanda PK, Owusu I, Chen K, Cooke JP. Reservoir of Fibroblasts Promotes Recovery from limb Ischemia. Circulation. 2020;142(17):1647–62. https://doi.org/10.1161/circulationaha.120.046872.

18. Galvani E, Mundra PA, Valpione S, Garcia-Martinez P, Smith M, Greenall J, et al. Stroma remodeling and reduced cell division define durable response to PD-1 blockade in melanoma. Nat Commun. 2020;11:853. https://doi.org/10.1038/s41467-020-14632-2.

19. Friedrich C, Taggenbrock R, Doucet-Ladevèze R, Golda G, Moenius R, Arampatzi P, et al. Effector differentiation downstream of lineage commitment in ILC1s is driven by Hobit across tissues. Nat Immunol. 2021;22(10):1256–67. https://doi.org/10.1038/s41590-021-01013-0.

20. He D, Mao A, Zheng CB, Kan H, Zhang K, Zhang Z, et al. Aortic heterogeneity across segments and under high fat/salt/glucose conditions at the single-cell level. Natl Sci Rev. 2020;7(5):881–96. https://doi.org/10.1093/nsr/nwaa038.

21. Park J, Shrestha R, Qiu C, Kondo A, Huang S, Werth M, et al. Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. Science. 2018;360(6390):758–63. https://doi.org/10.1126/science.aar2131.

22. Matijevic N, Wu KK, Nidkarni N, Heiss G, Folsom AR. The ARIC carotid MRI study of blood cellular markers: an inverse association of monocyte myeloperoxidase content with peripheral arterial disease. Angiology. 2011;62(3):237–44. https://doi.org/10.1177/0003319710385336.

23. O'Flanagan CH, Campbell KR, Zhang AW, Kabeer F, Lim JLP, Biele J, et al. Dissociation of solid tumor tissues with cold active protease for single-cell RNA-seq minimizes conserved collagenase-associated stress responses. Genome Biol. 2019;20:210. https://doi.org/10.1186/s13059-019-1830-0.

24. Anand P, Guillaumet-Adkins A, Dimitrova V, Yun H, Drier Y, Sotudeh N, et al. Single-cell RNA-seq reveals developmental plasticity with coexisting oncogenic states and immune evasion programs in ETP-ALL. Blood. 2021;137(18):2463–80. https://doi.org/10.1182/blood.2019004547.

25. Young MD, Mitchell TJ, Vieira Braga FA, Tran MGB, Stewart BJ, Ferdinand JR, et al. Single-cell transcriptomes from human kidneys reveal the cellular identity of renal tumors. Science. 2018;361(6402):594-99. https://doi.org/10.1126/science.aat1699.

26. Hochane M, van den Berg PR, Fan X, Bérenger-Currias N, Adegeest E, Bialecka M, et al. Single-cell transcriptomics reveals gene expression dynamics of human fetal kidney development. PLoS Biol. 2019;17(2):e3000152. https://doi.org/10.1371/journal.pbio.3000152.

27. Zhou F, Li X, Wang W, Zhu P, Zhou J, He W, et al. Tracing haematopoietic stem cell formation at single-cell resolution. Nature. 2016;533(7604):487–92. https://doi.org/10.1038/nature17997.

28. Gao S, Yan L, Wang R, Li J, Yong J, Zhou X, et al. Tracing the temporal-spatial transcriptome landscapes of the human fetal digestive tract using single-cell RNA-sequencing. Nat Cell Biol. 2018;20(6):721–34. https://doi.org/10.1038/s41556-018-0105-4.

29. Petropoulos S, Edsgärd D, Reinius B, Deng Q, Panula SP, Codeluppi S, et al. Single-cell RNA-Seq reveals lineage and X chromosome dynamics in human preimplantation embryos. Cell. 2016;165(4):1012–26. https://doi.org/10.1016/j.cell.2016.03.023.

30. Grün D, Lyubimova A, Kester L, Wiebrands K, Basak O, Sasaki N, et al. Single-cell messenger RNA sequencing reveals rare intestinal cell types. Nature. 2015;525(7568):251–55. https://doi.org/10.1038/nature14966.

31. Giladi A, Paul F, Herzog Y, Lubling Y, Weiner A, Yofe I, et al. Single-cell characterization of haematopoietic progenitors and their trajectories in homeostasis and perturbed haematopoiesis. Nat Cell Biol. 2018;20(7):836–46. https://doi.org/10.1038/s41556-018-0121-4.

32. Karamitros D, Stoilova B, Aboukhalil Z, Hamey F, Reinisch A, Samitsch M, et al. Single-cell analysis reveals the continuum of human lympho-myeloid progenitor cells. Nat Immunol. 2018;19:85–97. https://doi.org/10.1038/s41590-017-0001-2.

33. Keshel SH, Soleimani M, Tavirani MR, Ebrahimi M, Raeisossadati R, Yasaei H, et al. Evaluation of unrestricted somatic stem cells as a feeder layer to support undifferentiated embryonic stem cells. Mol Reprod Dev. 2012;79(10):709–18. https://doi.org/10.1002/mrd.22079.

34. Zhong S, Zhang S, Fan X, Wu Q, Yan L, Dong J, et al. A single-cell RNA-seq survey of the developmental landscape of the human prefrontal cortex. Nature. 2018;555(7697):524–28. https://doi.org/10.1038/nature25980.

35. Pérez MJ, Ivanyuk D, Panagiotakopoulou V, Di Napoli G, Kalb S, Brunetti D, et al. Loss of function of the mitochondrial peptidase PITRM1 induces proteotoxic stress and Alzheimer's disease-like pathology in human cerebral organoids. Mol Psychiatry. 2021;26(10):5733–50. https://doi.org/10.1038/s41380-020-0807-4.

36. Walter JM, Ren Z, Yacoub T, Reyfman PA, Shah RD, Abdala-Valencia H, et al. Multidimensional assessment of the host response in mechanically ventilated patients with suspected pneumonia. Am J Respir Crit Care Med. 2019;199(10):1225–37. https://doi.org/10.1164/rccm.201804-0650OC.

37. Jaitin DA, Adlung L, Thaiss CA, Weiner A, Li B, Descamps H, et al. Lipid-associated macrophages control metabolic homeostasis in a Trem2-dependent manner. Cell. 2019;178(3):686–98.e614. https://doi.org/10.1016/j.cell.2019.05.054.

38. Iqbal F, Lupieri A, Aikawa M, Aikawa E. Harnessing single-Cell RNA sequencing to better understand how diseased cells behave the way they do in cardiovascular disease. Arterioscler Thromb Vasc Biol. 2021;41(2):585–600. https://doi.org/10.1161/atvbaha.120.314776.

39. Lago N, Kaufmann FN, Negro-Demontel ML, Alí-Ruiz D, Ghisleni G, Rego N, et al. CD300f immunoreceptor is associated with major depressive disorder and decreased microglial metabolic fitness. Proc Natl Acad Sci U S A. 2020;117(12):6651–62. https://doi.org/10.1073/pnas.1911816117.

40. Theocharidis G, Baltzis D, Roustit M, Tellechea A, Dangwal S, Khetani RS, et al. Integrated skin transcriptomics and serum multiplex assays reveal novel mechanisms of wound healing in diabetic foot ulcers. Diabetes. 2020;69(10):2157–69. https://doi.org/10.2337/db20-0188.

41. Farmer DT, Nathan S, Finley JK, Shengyang Yu K, Emmerson E, Byrnes LE, et al. Defining epithelial cell dynamics and lineage relationships in the developing lacrimal gland. Development. 2017;144(13):2517–28. https://doi.org/10.1242/dev.150789.

42. Pedroza AJ, Tashima Y, Shad R, Cheng P, Wirka R, Churovich S, et al. Single-cell transcriptomic profiling of vascular smooth muscle cell phenotype modulation in marfan syndrome aortic aneurysm. Arterioscler Thromb Vasc Biol. 2020;40(9):2195–211. https://doi.org/10.1161/atvbaha.120.314670.

43. Wang Y, Chaffee TS, LaRue RS, Huggins DN, Witschen PM, Ibrahim AM, et al. Tissue-resident macrophages promote extracellular matrix homeostasis in the mammary gland stroma of nulliparous mice. Elife. 2020;9. https://doi.org/10.7554/eLife.57438.

44. Daemen S, Schilling JD. The Interplay between tissue niche and macrophage cellular metabolism in obesity. Front Immunol. 2019;10:3133. https://doi.org/10.3389/fimmu.2019.03133.

45. Shen Q, Wang Y, Chen J, Ma L, Huang X, Tang SCW, et al. Single-cell RNA sequencing reveals the immunological profiles of renal allograft rejection in mice. Front Immunol. 2021;12:693608. https://doi.org/10.3389/fimmu.2021.693608.

46. Wang X, Yang L, Wang YC, Xu ZR, Feng Y, Zhang J, et al. Comparative analysis of cell lineage differentiation during hepatogenesis in humans and mice at the single-cell transcriptome level. Cell Res. 2020;30(12):1109–26. https://doi.org/10.1038/s41422-020-0378-6.

47. Matthew DY, Thomas JM, Felipe AVB, Maxine GBT, Benjamin JS, John RF, et al. Single-cell transcriptomes from human kidneys reveal the cellular identity of renal tumors. Science. 2018;361(6402):594–99. https://doi.org/10.1126/science.aat1699.

48. Liu M, Tayob N, Penter L, Sellars M, Tarren A, Chea V, et al. Improved T-cell immunity following neoadjuvant chemotherapy in ovarian cancer. Clin Cancer Res. 2022;28(15):3356–66. https://doi.org/10.1158/1078-0432.Ccr-21-2834.

49. Bischoff P, Trinks A, Obermayer B, Pett JP, Wiederspahn J, Uhlitz F, et al. Single-cell RNA sequencing reveals distinct tumor microenvironmental patterns in lung adenocarcinoma. Oncogene. 2021;40(50):6748–58. https://doi.org/10.1038/s41388-021-02054-3.

50. Valenzi E, Bulik M, Tabib T, Morse C, Sembrat J, Trejo Bittar H, et al. Single-cell analysis reveals fibroblast heterogeneity and myofibroblasts in systemic sclerosis-associated interstitial lung disease. Ann Rheum Dis. 2019;78(10):1379–87. https://doi.org/10.1136/annrheumdis-2018-214865.

51. Müller S, Kohanbash G, Liu SJ, Alvarado B, Carrera D, Bhaduri A, et al. Single-cell profiling of human gliomas reveals macrophage ontogeny as a basis for regional differences in macrophage activation in the tumor microenvironment. Genome Biol. 2017;18:234. https://doi.org/10.1186/s13059-017-1362-4.

52. Gross-Vered M, Trzebanski S, Shemer A, Bernshtein B, Curato C, Stelzer G, et al. Defining murine monocyte differentiation into colonic and ileal macrophages. Elife. 2020;9. https://doi.org/10.7554/eLife.49998.

53. Chen T, Delano MJ, Chen K, Sperry JL, Namas RA, Lamparello AJ, et al. A road map from single-cell transcriptome to patient classification for the immune response to trauma. JCI Insight. 2021;6(2). https://doi.org/10.1172/jci.insight.145108.

54. Lin CJ, Hunkins BM, Roth RA, Lin CY, Wagenseil JE, Mecham RP. Vascular smooth muscle cell subpopulations and neointimal formation in mouse models of elastin insufficiency. Arterioscler Thromb Vasc Biol. 2021;41(12):2890–905. https://doi.org/10.1161/atvbaha.120.315681.

55. Zhou W, Yu M, Mao X, Pan H, Tang X, Wang J, et al. Landscape of the peripheral immune response induced by local microwave ablation in patients with breast cancer. Adv Sci (Weinh). 2022;9(17):e2200033. https://doi.org/10.1002/advs.202200033.

56. Liu SQ, Gao ZJ, Wu J, Zheng HM, Li B, Sun S, et al. Single-cell and spatially resolved analysis uncovers cell heterogeneity of breast cancer. J Hematol Oncol. 2022;15(1):19. https://doi.org/10.1186/s13045-022-01236-0.

57. Nyquist SK, Gao P, Haining TKJ, Retchin MR, Golan Y, Drake RS, et al. Cellular and transcriptional diversity over the course of human lactation. Proc Natl Acad Sci U S A. 2022;119(15):e2121720119. https://doi.org/10.1073/pnas.2121720119.

58. Vázquez-Jiménez A, Avila-Ponce De León UE, Matadamas-Guzman M, Muciño-Olmos EA, Martínez-López YE, Escobedo-Tapia T, et al. On deep landscape exploration of COVID-19 patients cells and severity markers. Front Immunol. 2021;12:705646. https://doi.org/10.3389/fimmu.2021.705646.

59. Hu Y, Hu Y, Xiao Y, Wen F, Zhang S, Liang D, et al. Genetic landscape and autoimmunity of monocytes in developing Vogt-Koyanagi-Harada disease. Proc Natl Acad Sci U S A. 2020;117(41):25712–21. https://doi.org/10.1073/pnas.2002476117.

How the deposited data were processed for this re-analysis (not part of the article)

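Data of nuclei, of tissue sections and of milk cells were used. Single-nucleus RNA sequencing of mammary glands covered 10 sows, 2 at each of G90, L0, L20, PI2 and PI7. Spatial transcriptomics covered 1 section of G90 and 1 of PI2, and single-cell RNA sequencing of milk covered 1 sample labelled L0 and 1 labelled L20. For nuclei and milk cells, the authors made GEXSCOPE libraries, counted UMIs per gene with CeleScope v1.1.7 on Sscrofa11.1 and deposited the counts of the barcodes called as cells. For the sections they deposited the UMI counts per gene and spot made by Space Ranger, whose version differs between places of the paper and the header of the deposited counts. All values were whole UMI counts without normalization, ambient RNA removal or doublet removal. The annotation release behind the counts is not given in the sources used here. Gene positions and lengths come from the RefSeq annotation of Sscrofa11.1. The files hold 30071 gene identifiers, of which 15983 have a symbol in them, 624 more took one from the reference, and 13464 have none. Histology was not analysed here, since the files used here hold no images, and positions of spots were not used here. Total UMIs ranged from 18962138 to 53165191 per gland, and a share of 0 among few adipocyte nuclei does not exclude low expression.

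The tests, the samples in each, the marker lists, the rule for naming genes and all alternatives except those marked below were set before the data were examined. Nuclei and milk cells needed at least 300 genes and at most 25% mitochondrial UMIs, the paper's limits. They were scaled to 10000 UMIs and log-transformed, the 2000 most variable genes were taken, and 15 principal components were computed. Samples were joined with Harmony, written out anew in python because the package was not at hand, with 10 iterations. Clusters were called with the Louvain method of igraph 0.11.9 at a resolution of 0.3 on shared neighbours of the 20 nearest, and the clustering was tested on simulated data. A cluster needed at least 3 raised markers of a class to be named. The rule for names was changed 2 times after clusters had been seen, in milk clusters that first counted as neutrophils and in cluster 9 of milk, which carried markers of several classes. Class names were thus rebuilt here, and a difference from the paper can come from them. Mural cells share MYH11, ACTA2 and MYLK with myoepithelial cells, so both are summed where the paper's myoepithelial class is compared. The precursor class was named from the paper's own list of markers, which includes genes of dividing cells.

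For tests, UMIs were summed over the nuclei of a class in each sow with at least 5 such nuclei. Nuclei, cells and spots were not taken as replicates. Genes were tested with edgeR 4.0.16 (quasi-likelihood, TMM normalization, its filter on low counts) in 1 fit over the 5 stages, and called at an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1. Subtypes of epithelial nuclei at G90 and PI2 were clustered without the genes named for that stage and compared with the sow as a block. All other genes were open to the clustering and then tested in the same nuclei. The block holds both subtypes of 1 sow, a pairing that comes from the samples themselves. Cell cycle genes were tested as a set with camera and fry of limma 3.58.1, from the list that ships with Seurat. Shares of classes were compared between the 4 glands of lactation and the 6 others by an exact two-sided permutation test over 210 splits, with Benjamini-Hochberg adjustment over 5 classes. The spread between 2 sows limits every test, and the method was tested on simulated data with a known set of changed genes. Milk libraries and sections have no replicates, so shares are given with exact binomial intervals at 95%, which cover counting error only.

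Genes named in the text are genes the paper names in its results on subtypes, adipocytes, ligands and receptors, sections and milk, and, for each comparison of adjacent stages, the 3 called genes with a symbol and the largest fold change whose sows do not overlap between stages. Values that the paper's tables and figures show count as seen. Genes tested outside this rule are marked in the text as picked after their values were seen.

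Alternatives were a resolution of 0.6, no Harmony, at least 500 genes with at most 5% (gland) or 10% (milk) mitochondrial UMIs, doublets called by Scrublet (scanpy 1.11.5) removed, 30 principal components, DESeq2 1.42.0, no filter on low counts, unadjusted p, only the samples of the 2 stages compared, the replicate number as a block, at least 15 nuclei per sow, the share of free RNA in adipocyte nuclei, read from their casein UMIs, taken out, and each replicate left out in turn. For sections they were spots thinned to 1000 UMIs, the top 10% of a score and at least 3 UMIs per spot. Alternatives added after the data were seen were class markers left out of the variable genes, proliferating nuclei joined to the epithelial nuclei, epithelial nuclei without the cluster of fewest UMIs, strict limits in the filter of nuclei, and ligand scores with 1 replicate left out. Scrublet's automatic threshold marked under 0.5% of cells in 10 of 12 samples, so a rate of 0.8% per 1000 barcodes was set after that was seen. The doublet calls removed between 7.56 and 17.8% of the cells of a sample.

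Pseudotime, fuzzy clustering over stages, gene set enrichment, iTALK and SPOTlight were not repeated, since the tools were not at hand. A ligand-receptor pair was scored instead as the product of CPM in the sending and the receiving class. Further tools were R 4.3.3, python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9.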

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

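Of the tests below, those of the piece of gland, of low depth and of doublets were chosen only after the result was seen. Samples far from their group were searched for in 10 groups of glands, the shares of 5 classes in lactation and outside it, and 3 groups held one, where chance gives about 5% of groups.

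In L20 replicate 2, 3.74% of nuclei were adipocytes and 26.7% fibroblasts, far from the other 3 glands of lactation. The gap to the nearest gland took 0.969 and 0.856 of the group's range, above Dixon's 95% critical value for 4 samples. Nuclei of low depth do not account for it, since with at least 500 genes and at most 5% mitochondrial UMIs the fibroblast share of this gland was 29.4% and the adipocyte share 4.33%. Doublets do not account for all of it either. After Scrublet calls were removed the fibroblast share was 26.2%, and the adipocyte share fell to 2.79%, against at most 0.184% in the other 3 glands. A piece of gland with fewer epithelial nuclei would raise all other classes alike. Outside the epithelial class, however, the adipocyte share was 13.9 times that of L20 replicate 1, the fibroblast share 1.82 times, the endothelial share 1.18 times, the immune share 1.05 times and the mural share 0.430 times, so such a piece does not explain the pattern. A mislabelled gland stays open. Over all genes, in 4 of 4 classes compared (fibroblast, endothelial, immune and mural nuclei), the expression of L20 replicate 2 was nearest to a gland of another stage. Over genes higher in the class, its immune nuclei were nearest to L20 replicate 1. Over the same genes, fibroblast, endothelial and mural nuclei of L20 replicate 2 were nearest to a gland of another stage. Over all genes, glands of G90 and L0 were nearest to their own replicate in only 10 of 20 comparisons in 5 classes. A mislabel and other causes thus cannot be told apart. A difference between the 2 sows, or in the place of the gland that was sampled, also stays open and was not tested.

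G90 replicate 1 held 0.604% adipocyte nuclei, above the other 5 glands outside lactation. The gap took 0.831 of the group's range, above the same critical value for 6 samples. The next of them, PI7 replicate 1, held 0.234%, and G90 replicate 2 held 0.230%, so the pattern rests on 1 sow. Free RNA estimated from casein UMIs made up 86.0% of the UMIs of the adipocyte nuclei of G90 replicate 1. Doublets do not account for it, with 0.617% after Scrublet calls were removed, against at most 0.245% in the other 5 glands, and neither do nuclei of low depth, with 0.505% against at most 0.258% with at least 500 genes and at most 5% mitochondrial UMIs. The share depends on the clustering, since without Harmony it was 0.0963%, below the 0.225% of PI2 replicate 1. No biological explanation was tested, and other causes stay open.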

How the results depend on the processing

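Tests chosen only after the result was seen were those with proliferating nuclei joined, without the epithelial cluster of fewest UMIs, with class markers left out of the variable genes, and of ligand pairs with 1 gland left out. Where a value changed below, the cause was not tested unless it is named.

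Shares of classes kept their direction and stayed short of the threshold in 78 of 80 alternatives, among them 30 of 30 with all glands. The other 2 left out L20 replicate 2, which reversed the adipocyte difference between lactation and the other stages to −0.122 percentage points and the fibroblast difference to −4.65. With 1 gland left out, the adipocyte difference ranged from −0.122 to 1.1 and the fibroblast difference from −4.65 to 3.84.

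Numbers of called epithelial genes stayed the same in 69 of 88 alternatives. In the order G90 to L0, L0 to L20, L20 to PI2 and PI2 to PI7, edgeR called 0, 0, 0 and 0 genes, with 1748, 2520, 669 and 461 at an unadjusted p under 0.05. DESeq2 called 531, 888, 15 and 16, no filter gave 254, 524, 0 and 19, the unadjusted p with the fold change limit 1735, 2508, 669 and 460, and only the samples of the 2 stages 824, 14, 0 and 0. At least 500 genes and at most 5% mitochondrial UMIs gave 1 gene from G90 to L0, and 3 were called there without the epithelial cluster of fewest UMIs. Leaving out 1 gland gave 0 to 7, 0 to 1, 0 and 0 genes. The median log2 fold change of all epithelial genes was −0.11, 0.14, 0.09 and −0.02, and with DESeq2 it was −0.10, 0.21, −0.10 and 0.02.

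Numbers of called adipocyte genes (1, 72, 0 and 0 with edgeR, with 134, 430, 203 and 73 at an unadjusted p under 0.05) moved in 52 of 84 alternatives. No Harmony gave 0, 1, 7 and 0, at least 500 genes and at most 5% mitochondrial UMIs 0, 37, 0 and 0, Scrublet doublets removed 0, 133, 0 and 0, DESeq2 0, 136, 2 and 0, and no filter 1, 10, 0 and 0. At least 15 nuclei gave 7, 158, 43 and 2, which leaves out L20 replicate 1 with its 11 nuclei. Free RNA taken out gave 0, 0, 0 and 1, and only the samples of the 2 stages 35, 77, 0 and 0. Leaving out 1 gland gave 0 to 7, 14 to 186, 0 to 43 and 0 to 12 genes. From L0 to L20, 15 genes were higher and 57 lower, and with DESeq2 47 higher and 89 lower. The median of all genes there was 0.15, with −0.50 by DESeq2 and 1.24 with no filter.

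The fall of cell cycle genes from G90 to L0 passed camera with a preset correlation in 19 of 20 alternatives. With an estimated correlation camera passed in 2 of 20, as did fry (without G90 replicate 1 and with proliferating nuclei joined), and neither passed in the main setting. The median log2 fold change ranged from −0.72 to −0.33 with 1 gland left out and did not pass without G90 replicate 2, where the median was −0.33.

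Of 218 alternatives for the named adipocyte genes, 188 left the direction and the call as they were, 16 lost a call of CSN2, CTSD or BNIP3, 1 added a call and 13 reversed a sign. At an unadjusted p, 1 gene of the list over stages was called, EXT1. Without Harmony, LPIN1 reversed to −0.43, FOXO1 to −0.20, ZFP36L1 to −3.96 and ABCA1 to −0.35, and with free RNA taken out LPIN1 reversed to −0.58. With 1 gland left out, IGF1R ranged from −0.81 to 0.091 (positive without G90 replicate 1). CD36 ranged from −2.53 to 5.11, positive without L0 replicate 1 and, at 0.14, without PI2 replicate 2. LPL ranged from −1.54 (without PI2 replicate 1) to 0.53, with −0.10 without L0 replicate 2 and −0.34 without PI7 replicate 1. ABCA1 ranged from −3.98 (without PI2 replicate 1) to 4.11.

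Of the 5 subtype genes named for G90, 4 were called, against 1 with no sow as a block (no pairing of subtypes within a sow) and 2 with no filter, and 19 of 30 alternatives for single genes changed nothing. At PI2, edgeR and DESeq2 called 0 of 12 in every alternative. At an unadjusted p under 0.05 edgeR had 0 in the main setting, and 1 with no filter (BMPR1B, −0.87, edgeR adjusted p = 0.266), with a sign against the paper's. There 4 signs reversed. NUPR1 turned to 0.12 with no sow as a block, and with 1 sow left out it ranged from −1.18 to 0.070, TGFA from −0.094 to 0.36 and BMPR1A from −0.60 to 0.049.

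The replicate numbers do not pair glands of different stages. Across 10186 genes, the deviations of glands with the same number correlated between −0.417 and 0.307, and were over 0.1 in 3 of 10 pairs of stages. With the replicate number as a block, 0, 39, 0 and 0 adipocyte genes were called, the median of the cell cycle genes was −0.51, LPL was −0.16, and CTSD was not called (edgeR adjusted p = 0.0652, within 0.00194 to 0.607 over its alternatives). The block changed no other call. No paired analysis was possible for milk and sections because they have 1 sample per stage, and shares of classes come from a permutation test without a block.

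In sections, thinning spots to 1000 UMIs lowered the shares among the 25.0% of spots with the highest score to 35.0% for CSN1S1, 30.4% for CSN2 and 27.4% for EGFR, with a rho of 0.0370, 0.0265 and 0.0104, and gave ADIPOQ a rho of 0.223. Thinning changed the depth of spots, rebuilt the score from fewer UMIs and left out spots of fewer than 1000 UMIs, and these were not tested apart. By construction, the top 10% of the score held fewer spots, with 17.6% for CSN1S1, 17.3% for CSN2, 17.6% for EGFR and 44.4% for ADIPOQ. For spots of at least 3 UMIs the shares were 61.8, 58.9, 58.9 and 92.0%.

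In milk, 9 of 24 class shares stayed within their counting interval. With at least 500 genes and at most 10% mitochondrial UMIs, the library labelled L0 held 3.29% T cells, 33.0% epithelial cells, 10.6% macrophages and 47.5% neutrophils, and that labelled L20 18.8, 18.0, 20.4 and 41.1%. At a resolution of 0.6, the library labelled L0 held 16.1% epithelial cells and 14.8% macrophages, and that labelled L20 21.9% macrophages. With Scrublet doublets removed they were 18.7% and 15.0%, and in the library labelled L20 21.8% macrophages and 58.0% neutrophils. Of 19 ligand pairs, 15 (without PI2 replicate 2) to 18 kept their highest stage with 1 gland left out.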

Differences from the paper's values

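The comparison of Table S4 with each replicate was chosen only after the result was seen. Alternatives counted here are those set before the data were examined. A gap is said to close where one value is at most 1.5 times the other, or where they differ by no more than the SD between sows, which does not make them equal.

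Shares of nuclei in the paper's Table S4 were compared with the mean of the 2 sows. The groups compared can be unlike, since for fibroblast, endothelial and adipocyte nuclei the table lies closer to replicate 1 alone (a mean absolute difference of 0.201 percentage points) than to both sows together (2.68). For immune nuclei the paper's values are 20.44% at G90, 9.67% at L0 and 31.25% at PI7, against 10.3, 4.15 and 20.5% here. The gap closed in this sense without G90 replicate 2 (14.3%) and without PI7 replicate 2 (24.0%), each in 1 of 7 alternatives, and in 0 of 7 at L0. For myoepithelial nuclei the paper's values are 1.49% at L0 and 2.02% at L20, against 3.92 and 6.39% here with mural nuclei, a wider class. Myoepithelial nuclei alone were 1.15 and 2.03%, close to the paper's, but 3.25, 3.83 and 5.84% at G90, PI2 and PI7, below the paper's 6.38, 7.99 and 8.94%. For the wider class the gap closed at both stages with no Harmony and with 30 principal components, and not in the other 5 of 7. For precursor nuclei the paper's values are 18.55% at G90, 11.44% at L0, 10.16% at L20, 4.49% at PI2 and 12.55% at PI7, against 6.89, 0.684, 2.42, 0.40 and 0.667% here. Only at G90 did 1 of 7 alternatives close it, no Harmony. For epithelial nuclei the paper's values are 37.97% at G90 and 19.37% at PI7, against 64.4 and 42.2% here. At G90 it closed with no Harmony, with 30 principal components and without G90 replicate 2, not in the other 4 of 7, and at PI7 in 0 of 7. For adipocyte nuclei at L0 the paper's value is 0.10%, against 0.175% here. It closed with at least 500 genes and at most 5% mitochondrial UMIs, with 30 principal components and without L0 replicate 2 (0.149%), and not in the other 4 of 7.

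As numbers of nuclei, Fig. 1D shows about 16000 precursor nuclei, read by eye, against 3253 here, a gap that closed in 0 of 5 alternatives. It shows about 5200 myoepithelial nuclei, read by eye, against 8837 myoepithelial and mural nuclei here (4151 myoepithelial nuclei alone, which is closer), and for the wider class this closed with 30 principal components and not in the other 4 of 5. The paper's total of 687 adipocytes, 0.54% of nuclei, lies above every stage share that the paper gives, from 0.09 to 0.34%. The paper's 126829 nuclei match those kept here when the limits are read as strict, a setting chosen after seeing the values.

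The paper's Table S5 lists 2821, 2613, 1396 and 1666 epithelial genes from G90 to L0, L0 to L20, L20 to PI2 and PI2 to PI7. Here edgeR called 0, 0, 0 and 0 (1748, 2520, 669 and 461 at an unadjusted p under 0.05, and 531, 888, 15 and 16 by DESeq2). The paper's test took cells as replicates, and here sows were the replicates. Only the unadjusted p closed the gap, with 2508 genes from L0 to L20, and the other 19 of 20 alternatives there and all 20 of each other comparison did not. For adipocytes the paper's numbers are 357, 1898, 2897 and 1332, with cells as replicates, against 1, 72, 0 and 0 here by edgeR (134, 430, 203 and 73 at an unadjusted p under 0.05, and 0, 136, 2 and 0 by DESeq2). None of 21 alternatives closed any of these.

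In milk, whether the labels of the libraries are exchanged is open, so the samples compared can be unlike. The paper gives 9.70% macrophages at L20, against 23.0% here in the library labelled L20 (15.6% in that labelled L0), and 0 of 3 alternatives closed it. For the library labelled L0, 1 of 3 came within 1.5 times the paper's L20 value, at least 500 genes and at most 10% mitochondrial UMIs (10.6%). Fig. 7C shows about 11% epithelial cells at L0, read by eye, against 17.1% here, closed at a resolution of 0.6 (16.1%) and not in the other 2 of 3. It shows about 21% at L20, read by eye, against 9.99% here, closed with at least 500 genes and at most 10% mitochondrial UMIs and not in the other 2. For T cells it shows about 8.9% at L0 and about 2.1% at L20, read by eye, against 2.1 and 8.83% here, closed in 0 of 3. With the labels exchanged, the values here would be 8.83% T cells at L0 and 2.1% at L20, close to those of Fig. 7C, and 9.99 and 17.1% epithelial cells.

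Directions also differ. The paper states that adipocytes take a higher share outside lactation, and here the difference was 0.777 percentage points in favour of lactation, turning to −0.122 without L20 replicate 2. In replicate 1 alone, to which Table S4 lies closer, they go the paper's way, with 0.149 and 0.0902% at L0 and L20 against 0.604, 0.225 and 0.234% at G90, PI2 and PI7. For fibroblasts the difference was 1.34 in favour of lactation, against the paper's direction, and −4.65 without L20 replicate 2. Fibroblasts of replicate 1 alone also go the paper's way, with 2.2 and 4.9% at L0 and L20 against 7.3, 12.7 and 11.2% at G90, PI2 and PI7. The endothelial difference of −4.29 and the myoepithelial and mural difference of −2.68 go the paper's way, as does the epithelial difference of 8.59. Macrophages are higher in colostrum in the paper, and here they were 15.6% in the library labelled L0 and 23.0% in that labelled L20, which goes the paper's way if the labels are exchanged. Fig. 4A shows more adipocyte genes higher than lower from L0 to L20, and here 15 were higher and 57 lower. The largest class of milk cells is named monocytes in the paper and neutrophils here, a weak name for clusters 1 and 2, and cells were not matched to the paper's. No cluster was named endothelial here.

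Of the genes the paper names for subtypes of PI2, edgeR and DESeq2 called 0 of 12, with 0 at an unadjusted p under 0.05 in edgeR in the main setting. The signs of PIK3R1, MAPK10, BMPR1A and BMPR1B (−0.41, −0.09, −0.18 and −0.88) go against the paper's, and those of TGFA and STK3 (0.23 and 0.31) and of the 6 luminal genes go its way. At G90, 4 of 5 were called in the paper's direction. Of the genes the paper names for involution, CD36 had a log2 fold change of −0.31, against its direction, and LPL and ABCA1 of 0.09 and 0.41. Some pairs scored highest at another stage than the one for which the paper names them. The paper shows the leading pairs within each stage, so a higher product at another stage does not by itself contradict it. CXCL12 with ITGB1 and IL34 with CSF1R were scored for a single sender and receiver, while the paper names several cell types. CXCL12 with ITGB1, named for L0, scored 26899 at PI7. CCL21 with ACKR4 and ADIPOQ with ADIPOR2, named for L20, were highest at PI7 (189965 and 4750856). FGF1 with EGFR, named for PI2, was highest at L20 (147094), IL34 with CSF1R, named for PI2, at PI7 (271518), and TGFA with ERBB4, named for PI7, at G90 (70729). PDGFC with KDR, named for L0, was highest there from epithelial nuclei (172482), but at G90 from myoepithelial (157115) and at PI7 from immune nuclei (100503). Pairs that go with the paper include TGFB2 with TGFBR3 at G90 (292570), VEGFC with FLT4 at L0 (44277), FGF10 with FGFR1 at L20 (333177) and IGFBP4 with LRP6 at PI2 (26515).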

Other observations

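The tests of library batches, of caseins in adipocyte nuclei, of other splits of the glands and of the replicates behind Table S4 were chosen only after the result was seen.

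In epithelial nuclei, all 6 libraries of L20, PI2 and PI7 were most like a library of another stage, while the 4 of G90 and L0 were most like their own replicate. The pairs were L20 replicate 1 with PI2 replicate 2, L20 replicate 2 with PI7 replicate 1, and PI2 replicate 1 with PI7 replicate 2. A library deposited as 2 samples does not explain this, since partners shared at most 1.12 times the barcodes expected from other pairs. In 5 other classes, 28 of 30 comparisons had the same partner nearest, with each nearest the other in 4, 4 and 5 of 5 classes. In these classes the libraries of G90 and L0 were nearest their own replicate in only 10 of 20 comparisons, so nearness to another stage is not confined to L20, PI2 and PI7. Over genes 8 times higher in the class, 16 of 30 comparisons had the partner nearest and 9 the own replicate, which goes both ways. Exchanged labels and free RNA of a library thus cannot be told apart. Batches cannot be told apart either, since partners were closer than both pairs of replicates in 3 of 6 comparisons of depth and mitochondrial share, and no source used here gives the batches. A like state of the gland at different labelled days, which the design's stages allow, stays open and was not tested. Caseins took 1.06 and 0.776% of all UMIs at L0, but 0.0696 and 0.0104% at L20. They took 0.121 and 0.806% at G90, 0.0384 and 0.0955% at PI2, and 0.0114 and 0.0197% at PI7. By this measure the glands of L20 were nearer to those of PI2 and PI7 than to those of L0. The 5 luminal markers also differed within stages, by a median log2 ratio of replicate 2 to replicate 1 of 3.55 at G90, −0.45 at L0, −2.56 at L20, 5.76 at PI2 and −0.21 at PI7.

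The cell numbers of the milk libraries lie close to the paper's for the other stage. The library labelled L0 held 369 T cells, which matches the number that Fig. 7C prints for L20, and the library labelled L20 held 1281. Exchanged labels may be a cause. If so, changes between the milk libraries should run against those of gland epithelial nuclei from L0 to L20. Across 5284 genes rho was 0.141 for L20 replicate 1 and 0.240 for L20 replicate 2, both positive but low. An exchange and correct labels cannot be told apart from these values, since each stage has 1 milk library and the labels of L20 glands are open too. No biological explanation was tested.

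Milk cluster 9, left unnamed, had 9 leading genes with a known length, of a median of 1674316 bp, and 8 of them spanned at least 500000 bp. A larger share of UMIs from long genes in nuclei of few UMIs was looked for in the gland, where 5 of 8 classes had it. The gap was widest in mural nuclei, with 10.1 against 8.99% and a higher share in 8 of 10 glands. Milk cells were not compared in this way, so gene length cannot be told apart from other causes. No biological explanation was tested.

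CSN2, a gene of epithelial cells, was called lower in adipocyte nuclei at L20 than at L0 by edgeR (log2 fold change −11.27), and not by DESeq2 (−8.68, DESeq2 adjusted p = 0.131). Free RNA from epithelial cells counted in adipocyte nuclei is a candidate explanation. In 10 of 10 glands the caseins took no larger a share of adipocyte UMIs than of all UMIs, which any low level in adipocytes would also give, so both cannot be told apart. With free RNA taken out, CSN2 had too few UMIs left to be tested, which follows from the method, since casein UMIs set the share removed, and is no evidence by itself. A change of CSN2 within adipocytes between these stages stays open as untested.

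Between involution and lactation, edgeR called 0 adipocyte genes, with 271 at an unadjusted p under 0.05 and 0 by DESeq2. All 35 splits of these 8 glands into 4 and 4 give at least 0 genes by definition, so they decide nothing about chance. Of the 35 splits, 6 called genes, up to 33, and the real split called 0. A change between the stages stays open.

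The shares of fibroblast, endothelial and adipocyte nuclei in the paper's Table S4 lay closer to replicate 1 than to both sows together. The mean absolute difference over 15 shares was 0.201 percentage points for replicate 1, 5.29 for replicate 2 and 2.68 for both, and 10 of 15 were closest to replicate 1. The table may thus hold replicate 1 of each stage. No biological explanation was tested.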
